# Astrocytic Igfbp2 Promotes Spontaneous Seizures in a Mouse Model of Mesial Temporal Lobe Epilepsy

**DOI:** 10.1002/glia.70099

**Published:** 2025-11-15

**Authors:** Shinichi Kinoshita, Nobuyoshi Matsumoto, Shota Morikawa, Yuji Ikegaya, Ryuta Koyama

**Keywords:** astrocytes, epilepsy, excitability, glia–neuron interaction, hippocampus, Igfbp2, transcriptome

## Abstract

Mesial temporal lobe epilepsy (MTLE) is a common, frequently drug‐resistant epilepsy characterized by seizures arising from the hippocampus. Its hallmark pathology is hippocampal sclerosis with neuronal loss and reactive astrogliosis. Although astrocytes have emerged as potential targets for antiepileptic therapies, their role in epilepsy development remains poorly defined. Here, we combined adeno‐associated virus (AAV)‐mediated labeling with translating ribosomal affinity purification (TRAP) to generate astrocyte‐enriched transcriptome profiles from sclerotic hippocampal regions in a mouse model of MTLE. This analysis identified a marked upregulation of insulin‐like growth factor‐binding protein 2 (Igfbp2) in reactive astrocytes. Functional studies revealed that astrocytic Igfbp2 increases the excitability of dentate granule cells and promotes spontaneous recurrent seizures. These findings reveal Igfbp2 as a key astrocytic modulator of hippocampal excitability and identify it as a potential therapeutic target for epilepsy.

## 1 Introduction

Epilepsy is one of the most common chronic neurological disorders, characterized by recurrent seizures resulting from aberrant synchronous neuronal activity. Among its various subtypes, mesial temporal lobe epilepsy (MTLE) is a common and frequently drug‐resistant form, in which seizures arise from the hippocampus. Despite the availability of anti‐seizure medications, approximately 30% of MTLE patients experience poor seizure control. Most existing treatments primarily target neuronal ion channels, yet they fail to fully prevent seizure recurrence (Perucca and Mula 2013), highlighting the need for novel therapeutic targets and mechanisms of action. In particular, exploring the roles of glial cells may provide new insights into drug‐resistant epilepsies such as MTLE.

A hallmark pathology of MTLE is hippocampal sclerosis, defined by profound neuronal loss and reactive astrogliosis in the sclerotic hippocampus (Thom 2014). Astrocytes, the most abundant glial cell type in the brain, are essential regulators of brain homeostasis. They influence synaptic transmission and neuronal excitability by modulating extracellular potassium and glutamate concentrations and by releasing gliotransmitters, factors known to impact seizure dynamics (Bedner et al. 2015; Fernández‐García et al. 2020; Sano et al. 2021; Vezzani et al. 2022). Advances in astrocyte‐targeted manipulation techniques, such as optogenetics and chemogenetics, have further demonstrated their active roles in shaping neuronal network activity (Adamsky et al. 2018; Nagai et al. 2019).

Recent studies in rodent models have implicated astrocytes in acute seizure activity (Onodera et al. 2021; Zhao et al. 2022), but whether they contribute to the development of spontaneous recurrent seizures (SRSs), a hallmark of chronic epilepsy, remains poorly understood. Notably, few studies have demonstrated seizure suppression by targeting astrocytes, leaving their mechanistic involvement in epileptogenesis unresolved. To address this gap, we performed astrocyte‐enriched transcriptomic profiling of the epileptic hippocampus using translating ribosome affinity purification (TRAP) in combination with adeno‐associated virus (AAV)‐mediated gene delivery in a mouse model of MTLE. This approach enabled us to identify molecular signatures of reactive astrocytes in the sclerotic hippocampus. Our findings uncover astrocytic signals that may contribute to the emergence of SRSs and offer insights into astrocyte‐based therapeutic strategies for MTLE.

## 2 Material & Methods

### 2.1 Animals

In the present study, animal experiments were performed under the approval of the Animal Experiment Ethics Committee at the University of Tokyo (approval number: P4‐2, P4‐4, P4‐7) and in accordance with the guidelines for the care and use of laboratory animals of the University of Tokyo. C57BL/6J mice (SLC, Shizuoka, Japan) and Aldh1l1‐EGFP (MMRC, 011015) were housed in cages under standard laboratory conditions (12‐h light/dark cycle and free access to food and water). Aldh1l1‐EGFP mice were backcrossed with C57BL/6J mice. In this study, six‐week‐old male C57BL/6J mice and 6–8‐week‐old heterozygous male and female Aldh1l1‐EGFP mice were used. The mice used for LFP recording were housed individually after kainic acid injection surgery, and the other mice were housed in groups. All mice in the study were randomly assigned to each group. Every effort was made to minimize animal suffering and the number of animals used.

### 2.2 Plasmid Construction

pZac2.1‐GfaABC1D‐EGFP‐Rpl10a was constructed from pZac2.1‐GfaABC1D‐hM3D‐mCherry‐SV40 (#92284; Addgene). pZac2.1‐GfaABC1D‐hM3D‐mCherry‐SV40 was processed with NheI (LT‐10‐SC‐622; LABTAS+) and XbaI (LT‐10‐SC‐634; LABTAS+) to remove hM3D‐mCherry. The PCR‐amplified EGFP‐fused mouse Rpl10a sequence (provided by Dr. Morikawa) was then cloned under the GfaABC1D promoter using In‐Fusion Snap Assembly Master Mix (638,947; TaKaRa Bio Inc.). Similarly, pAAV‐GfaABC1D‐SaCas9‐U6‐sgControl and pAAV‐GfaABC1D‐SaCas9‐U6‐sgIgfbp2 were constructed from pAAV‐FLEX‐SaCas9‐U6‐sgRNA (#124844; Addgene) by combining PCR‐amplified GfaABC1D promoter, SaCas9, SV40 polyA, U6‐sgRNA. The sgRNAs targeting Igfbp2 were designed as previously described (Hunker et al. 2020). The possible sgRNAs were determined by uploading the sequence of the most upstream common coding exon to CHOPCHOP (crispor.tefor.net). 

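The target sites of the sgRNAs sgIgfbp2 #1 and sgIgfbp2 #2 were located in the mouse genome assembly GRCm38 by searching both strands of its 2725521370 bases for the 21-base guide followed by the SaCas9 motif NNGRRT. Each guide had 1 perfect site. For sgIgfbp2 #1 it lies on the minus strand of chromosome 1 from 72849107 to 72849127 and is followed by CAGAGT. For sgIgfbp2 #2 it lies on the plus strand from 72849109 to 72849129 and is followed by GTGGAT, so the 2 sites overlap. Both lie in exon 2 of Igfbp2 (72849086 to 72849312, 227 bp), which is part of all 3 RefSeq transcripts of the gene, 2 of them curated and 1 predicted. In the curated transcript that starts at 72824480, coding begins at 72824580 in exon 1 and continues through the whole of exon 2. In the other curated transcript and in the predicted transcript, coding begins at 72849142 within exon 2, so both sites lie upstream of the coding start there. With up to 3 mismatches, sgIgfbp2 #1 had no other site. sgIgfbp2 #2 had 1 other site, on the minus strand of chromosome 10 from 49922646 to 49922666, which is followed by CGGGAT and carries the substitutions T11G, G15C and C19A, counted from 1 at the 5′ end of the guide.

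**Figure D1:**
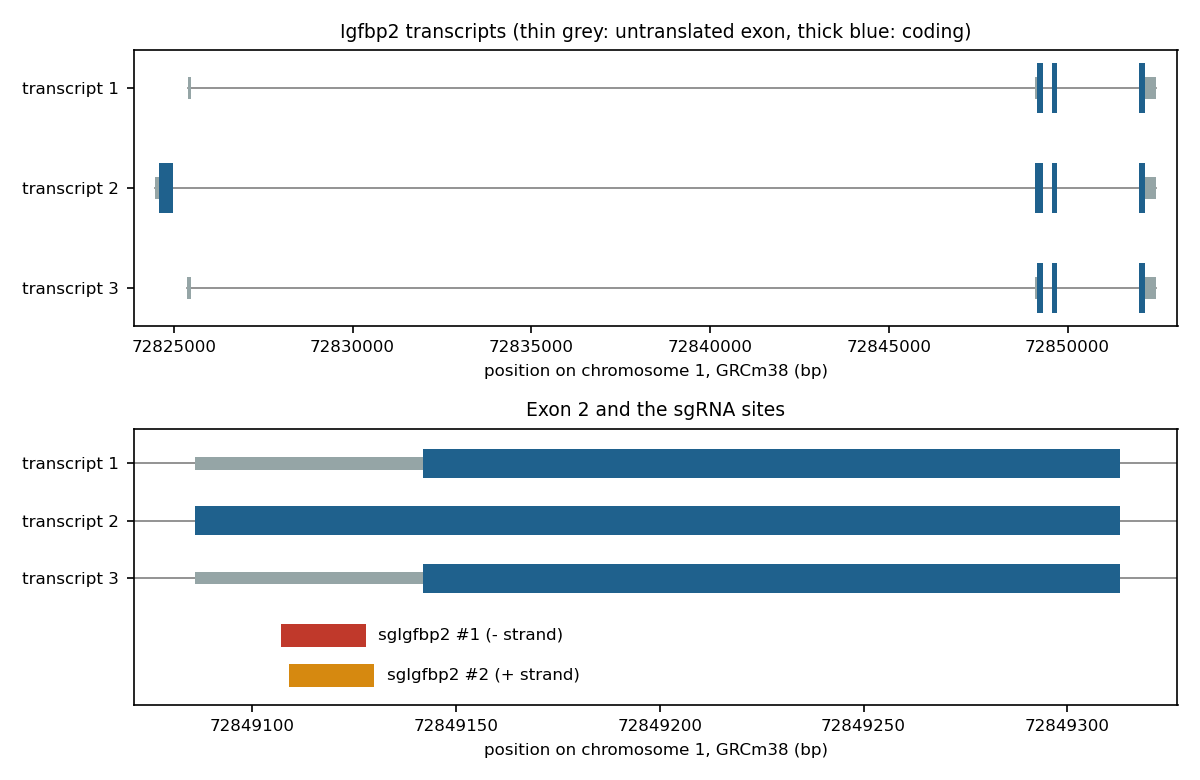
Map of the 3 Igfbp2 transcripts on chromosome 1 of GRCm38, with position in bases on the horizontal axis, exons as boxes and the coding part as the taller boxes, and exon 2 enlarged with both sgRNA sites. The sites from 72849107 to 72849129 lie before the coding start at 72849142 of 2 transcripts and within the coding sequence of the remaining transcript.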

The selected sgRNAs for Igfbp2 are as follows: sgIgfbp2 #1: 5′‐GGTTCTCCACCAGGCCTCCCT‐3′, sgIgfbp2 #2: 5′‐GGAGGCCTGGTGGAGAACCAC‐3′.

### 2.3 Adeno‐Associated Virus Production

Recombinant AAV was generated as described previously (Morikawa et al. 2021). Briefly, the 293 AAV cell line (AAV‐100; Cell Biolabs Inc.) with AAVdj rep‐cap, pHelper from the AAV‐DJ Helper Free Packaging System (VPK‐400‐DJ; Cell Biolabs Inc.) and transfer plasmids (pZac2.1‐GfaABC1D‐EGFP‐Rpl10a or pAAV‐GfaABC1D‐SaCas9‐U6‐sgControl, pAAV‐GfaABC1D‐SaCas9‐U6‐sgIgfbp2 #1, #2) were used with PEI‐Max (24765; Polysciences Inc.). AAV vectors were purified using the AAVpro Purification Kit All Serotypes (6666; Takara Bio Inc.). Virus titers were determined by qPCR using the AAV2 ITR primer pair, Luna Universal qPCR Master Mix (M3003S; New England Biolabs), or THUNDERBIRD Next SYBR qPCR Mix (QPX‐201; TOYOBO) and the LightCycler qPCR 2.0 system (DX400; Roche).

### 2.4 Stereotaxic Surgery for Virus Infection

Six‐week‐old male C57BL/6J mice were used. Mice were anesthetized with 3%–4% isoflurane. Anesthesia was maintained with 1.5% isoflurane. Mice were then placed in a stereotaxic apparatus and 1 μL of virus was injected into the right CA3 region (AP: −1.8 mm, ML: +2.1 mm, DV: −2.0 mm) at a rate of 200 nL/min using a glass pipette. The virus was allowed to spread from the tract by holding the glass pipette in place for 10 min. The glass pipette was then slowly withdrawn. The titers of the injected AAVs were as follows: AAV_DJ_‐GfaABC1D‐EGFP‐Rpl10a (1.9 × 10^12^ viral genomes (vg/mL)), AAV_DJ_‐GfaABC1D‐SaCas9‐U6‐sgControl (2.9 × 10^11^–1.45 × 10^12^ vg/mL), AAV_DJ_‐GfaABC1D‐SaCas9‐U6‐sgIgfbp2 mix (sgIgfbp2 #1 + #2, 2.15 × 10^11^ vg/mL for each AAV, the total titer was 4.3 × 10^11^ vg/mL). The sgIgfbp2 mix comprised sgIgfbp2#1 and sgIgfbp2#2, and the titer of each AAV was 2.15 × 10^11^ vg/mL.

### 2.5 Intrahippocampal Injection of Kainic Acid

To generate MTLE model mice, six‐week‐old male C57BL/6J mice or 6–8‐week‐old male and female Aldh1l1‐EGFP mice were intrahippocampally injected with kainic acid as previously described (Bielefeld et al. 2017; Araki et al. 2020). Briefly, mice were anesthetized with isoflurane and then placed in a stereotaxic apparatus. 50 nL of 20 mM kainic acid (0222, Tocris) was injected into the right dentate gyrus (AP: −2.0 mm, ML: +1.5 mm, DV: −2.0 mm) at a rate of 25 nL/min using a glass pipette. After holding for 2 min, the glass pipette was slowly withdrawn. When mice were injected with AAV, kainic acid injection was performed 2 weeks after AAV injection.

### 2.6 Sample Preparation and Immunohistochemistry

Mice were deeply anesthetized with isoflurane and transcardially perfused with cold phosphate‐buffered saline (PBS) followed by 4% paraformaldehyde (PFA). Brain samples were postfixed with 4% PFA overnight at 4°C. Coronal hippocampal sections (100 μm) were prepared using a vibratome (Dosaka EM). Coronal hippocampal sections (50 μm) were prepared using a cryostat (Thermo Fisher Scientific) at −20°C after immersion in 30% sucrose/PBS at 4°C for 24 to 48 h.

The slices were then permeabilized and blocked for 1 h at room temperature in 0.1 M PBS containing 0.3% Triton X‐100 and 10% goat serum. The samples were then incubated with primary antibodies in 0.1 M PBS with 0.3% Triton X‐100 and 10% goat serum overnight at 4°C. For pSMAD staining, samples were incubated with primary antibodies for 3 overnights at 4°C. After three rinses with 0.1 M PBS, the samples were incubated with secondary antibodies in 0.1 M PBS with 0.3% Triton X‐100 and 10% goat serum overnight at 4°C. Finally, samples were rinsed three times with 0.1 M PBS and embedded in CC/Mount (K002, Diagnostic BioSystems) or PermaFluor aqueous mounting medium (TA‐030‐FM, Epredia). After the second rinse with PBS, sections were incubated with Hoechst 33342 (1:1000; Invitrogen) for 10 min to visualize nuclei. For Igfbp2 staining, 5% BSA was used instead of 10% goat serum. The primary antibodies used in this study were as follows: guinea pig anti‐NeuN (1:1000; Synaptic Systems), rat anti‐GFAP (1:1000; Invitrogen), chicken anti‐GFP (1:1000; abcam), rabbit anti‐S100β (1:1000; abcam), rabbit anti‐Iba1 (1:500; Wako), rabbit anti‐NeuN (1:500; abcam), goat anti‐Igfbp2 (1:250; R&D Systems), and rabbit anti‐pSMAD (1:250; Cell Signaling Technology). Secondary antibodies conjugated to Alexa Fluor dyes (1:500; Invitrogen, 1:500; Jackson Immuno Research) were used.

### 2.7 Fluorescence In Situ Hybridization

Mice were transcardially perfused as mentioned above. Brain samples were postfixed with 4% PFA for at least 2 overnights at 4°C, followed by immersion in 30% sucrose in PBS at 4°C overnight. Prepared coronal hippocampal slices (50 μm) using a cryostat at −20°C, were stored in 4% PFA at 4°C for at least 2 overnights. Sections were washed twice in 0.1 M PB and twice in 0.75% glycine/0.1 M PB, then permeabilized in 0.3% Triton X‐100/0.1 M PB for 20 min at room temperature. After washing in 0.1 M PB, the samples were incubated in 2 mg/mL Proteinase K (Wako) at 37°C for 30 min. The samples were then acetylated for 10 min in acetylation solution containing acetic anhydride. After washing with 0.1 M PB, the sections were incubated in hybridization solution at 65°C for 1 h. The hybridization solution consisted of 20× SSC; 12.5 mL, 10% blocking reagent; 10 mL, formamide; 25 mL, 2% N‐lauroylsarcosine (NLS); 2.5 mL, 10% SDS; 0.5 mL. Sections were transferred to a new hybridization solution containing 500 ng RNA probe for *Igfbp2* and allowed to react overnight at 65°C. The sections were then washed twice at 65°C in 2× SSC/50% formamide/0.1% NLS and incubated in 20 μg/mL RNase A (Nippon Gene) in RNase solution (10 mM Tris–HCl [pH 7.5]/1 mM EDTA/0.5 M NaCl) for 30 min at 37°C. After washing twice with 2× SSC/0.1% NLS, twice with 0.2% SSC/0.1% NLS at 37°C and in Tris solution at pH 7.5 (TS7.5; 0.1 M Tris–HCl [pH 7.5]/0.15 M NaCl), the samples were blocked for 1 h in 1% blocking reagent in TS7.5. The sections were then incubated with primary antibodies in 1% blocking reagent solution for 2 h at room temperature. After three washes in TS7.5 containing 0.05% Tween20 (TNT), the sections were incubated with secondary antibodies in 1% blocking reagent solution for 90 min at room temperature. After three washes with TNT, the sections were equilibrated in a Tris solution at pH 8.0 (TS8.0; 0.1 M Tris–HCl [pH 8.0]/0.1 M NaCl/10 mM MgCl_2_). The sections were incubated with SIGMAFAST Fast Red TR/Naphthol AS‐MX Tablets (Sigma Aldrich) for 40 min at room temperature. The sections were washed three times with PBS containing 10 mM EDTA and mounted with CC/Mount. During the second wash with PBS, 0.1% Hoechst 33342 was added. The primary antibodies used in this study were Anti‐digoxigenin‐AP, Fab fragments (1:1000, Roche), and rabbit anti‐S100β (1:1000, abcam). Secondary antibodies used were: Alexa Fluor 488‐conjugated secondary antibodies (1:500, Thermo Fisher Scientific). nt474‐1206 from NM_008342.2 was used as an RNA probe for *Igfbp2*.

### 2.8 RNA Extraction From Hippocampal Astrocytes

Astrocytic RNA was extracted from the hippocampus of mice injected with AAV_DJ_‐GfaABC1D‐EGFP‐Rpl10a. The right hippocampus was dissected and collected from three to four mice per sample. The collected hippocampus was homogenized with 500 mL of cold homogenization buffer (50 mM Tris‐pH 7.5, 12 mM MgCl_2_, 1% NP‐40, 100 μg/mL cycloheximide, 100 mM KCl, 1× HALT protease inhibitor, 0.5 mM DTT, 1 mg/mL sodium heparin, 0.2 units/mL RNasin). The homogenate was centrifuged and the supernatant was collected. 5%–10% of the collected supernatant was aliquoted as an input sample containing RNA from the entire hippocampus. The remaining supernatant was incubated and rotated with 2 mL of rabbit anti‐GFP antibody (ab290; abcam) at 4°C for 4 h. Then 100 mL of magnetic beads (1004D; Invitrogen) were added and rotated overnight at 4°C. On the magnetic stand, the sample was washed three times with high‐salt buffer (50 mM Tris‐pH 7.5, 12 mM MgCl_2_, 1% NP‐40, 100 mg/mL cycloheximide, 0.5 mM DTT, 300 mM KCl). The remaining immunoprecipitated sample was the IP sample containing RNA enriched in GFP‐tagged ribosome‐expressing astrocytes. RNA was extracted from the input and IP samples using the RNeasy plus mini kit (QIAGEN).

### 2.9 RNAseq Analysis

Multiplexed libraries were prepared from RNA extracted from input and IP samples using the NEBNext Ultra II RNA Library Prep Kit for Illumina (E7770; New England Biolabs). Sequencing was performed on Illumina NovaSeq 6000 (Illumina). In this study, RNAseq was performed in triplicate for the AAV control group (#1–3) in which only AAV was injected, the kainic acid group (#1–3) in which kainic acid was administered after AAV injection, and the PBS group (#1–3) in which PBS was administered after AAV injection. In the first sequence, AAV control group #1, 2 and kainic acid group #1, 2 were sequenced; in the second sequence, AAV control group #3 and kainic acid group #3 were sequenced; in the third sequence, PBS group #1, 2, and 3 were sequenced. To reduce batch effects, samples with RiboTag AAV injection only were treated as the control group. Reads were aligned to the mouse mm10 reference genome using the STAR spliced read aligner. Differential gene expression analysis was performed on genes with Fragments per kilobase of exon per million mapped reads (FPKM) > 1 in all comparison samples using the Bioconductor packages edgeR and limmaVoom with a false discovery rate (FDR) threshold < 0.05 (http://www.bioconductor.org/). Genes with Log2‐fold change ≥ 1 or ≤ −1 and adjusted *p* value < 0.05 were designated as differentially expressed genes (DEGs). DEGs that were more than 2‐fold higher in the IP samples than in the input samples were designated as astrocyte‐enriched DEGs (Yu et al. 2020). Gene ontology enrichment analysis was performed using ShinyGO (http://bioinformatics.sdstate.edu/go/). VolcanoseR (https://goedhart.shinyapps.io/VolcaNoseR/) was used to plot each gene based on log2 fold change and ‐log10 adjusted *p* value.

### 2.10 Electrode Implantation

The electrode assembly consisted of 5 electrodes for local field potentials (LFPs) and 2 stainless steel screw electrodes for ground/reference. Nichrome wire was used for the LFP electrodes, and the tips of the electrodes were plated with platinum to lower electrode impedances to 150–300 kΩ at 1 kHz. Electrode implantation was performed at least 14 days after kainic acid administration. After isoflurane anesthesia, mice were placed in a stereotaxic apparatus. The tips of the LFP electrodes were then placed on the brain surface (AP: −2.0 mm, ML: +1.5 mm) and lowered 2.0 mm from the surface. Two screw electrodes were also implanted on the cerebellar surface as ground/reference electrodes. All electrode sets were fixed to the skull with dental cement. The location of electrodes was confirmed histologically after cresyl violet staining. Data from electrodes with the electrode tip located in the hippocampal dentate gyrus were used for analysis.

### 2.11 Video and LFP Monitoring

After a recovery period of at least 5 days from the surgery, LFP recordings were performed (Yoshimoto et al. 2021). On the day before recording, the mice were allowed to explore the recording cage for 15 min for habituation. The electrode assembly was connected to the Cereplex M digital headstage (Blackrock Neurotech) and the digital signals were transferred to the CerePlex Direct (Blackrock Neurotech). LFP data were sampled at 2 kHz and lowpass‐filtered at 500 Hz. LFP data were recorded for a period of 4 × 1 h sessions (Sierra et al. 2015). Mouse behavior was recorded using a web camera placed above the recording apparatus during the experiment.

### 2.12 The Analysis of Spontaneous Recurrent Seizures (SRSs)

SRSs were detected using MATLAB custom routines as previously described (Gu et al. 2015; Lentini et al. 2021; Lisgaras and Scharfman 2022). Briefly, the neural signal was high‐pass filtered at 5 Hz. The baseline of the high‐pass filtered LFPs was manually determined by skilled experimenters, and the SD of the baseline signals was calculated. The high‐pass filtered LFPs with an amplitude of 3 × SD of the baseline that lasted for more than 10 s were defined as an SRS.

### 2.13 In Vitro Electrophysiology

Electrophysiological recordings from dentate granule cells were performed as described previously with some modifications (Nakashima et al. 2022). Acute hippocampal slices were prepared from 3‐ to 4‐week‐old mice. Mice were decapitated under isoflurane anesthesia, and the brain was quickly removed. The brain was then submerged in ice‐cold oxygenated (95% O_2_/5% CO_2_) modified artificial cerebrospinal fluid (mACSF) containing 27 mM NaHCO_3_, 1.5 mM NaH_2_PO_4_, 2.5 mM KCl, 0.5 mM ascorbic acid, 1 mM CaCl_2_, 7 mM MgSO_4_ and 222.1 mM sucrose. Horizontal brain blocks containing the hippocampus and entorhinal cortex were sliced at a thickness of 300 μm at a speed of 0.1 mm/s using a Leica vibratome (VT1200S, Leica Microsystems). After the slices were transferred to oxygenated artificial cerebrospinal fluid (ACSF) containing 127 mM NaCl, 26 mM NaHCO_3_, 1.6 mM KCl, 1.24 mM KH_2_PO_4_, 1.3 mM MgSO_4_, 2.4 mM CaCl_2_, and 10 mM glucose, the slices were treated with 10 ng/mL of recombinant mouse Igfbp2 (#797‐B2‐025, R&D systems) for at least 1 h at room temperature. Recombinant mouse Igfbp2 was dissolved in ultrapure water at a concentration of 100 μg/mL as a stock and diluted 1:10000 with ACSF. Experiments were performed in a submerged chamber perfused at 3–4 mL/min with oxygenated ACSF containing 10 ng/mL of recombinant Igfbp2 at 32°C. Borosilicate glass pipettes (4–8 MΩ) were filled with a potassium‐based solution containing 120 mM potassium gluconate, 5 mM KCl, 10 mM HEPES, 10 mM disodium phosphocreatine, 2 mM Mg‐ATP, 0.1 mM Na2‐GTP, 0.2 mM EGTA, and 0.2% biocytin. Slices were visualized using an upright microscope (ECLIPSE‐FN1; Nikon) fitted with an infrared differential interference contrast, 40× water immersion objective (CFI Apo NIR 40XW; Nikon), halogen lamp (LS‐DWL‐N; Sumita optical glass) and fluorescent lamp (C‐LHG1; Nikon). Neurons were imaged with a CCD camera (C3077‐78; Hamamatsu Photonics). The signals were amplified and digitized at a sampling rate of 20 kHz using a MultiClamp 700B amplifier and a Digidata 1440A digitizer controlled by Clampex 10.7 software (Molecular Devices). The liquid junction potentials were automatically corrected before each experiment using Pipette Offset mode (Molecular Devices) and were not corrected post hoc. The dentate granule cells were injected with a step current injection for 800 ms (0 pA to 200 pA, 20 pA steps) to determine the intrinsic action potential properties. After recording, the slices were fixed in 4% PFA/PB at 4°C overnight. To visualize the recorded neurons, the slices were permeabilized in 5% BSA and 0.3% Triton X‐100 in PBS (5% BSA/PBST) for 1 h at room temperature. Subsequently, the slices were incubated overnight with streptavidin‐conjugated Alexa Fluor 594 solution at a concentration of 1 μg/mL in 5% BSA/PBST. The labeled slices were costained with DAPI (1:2000; D9542–10MG, Sigma Aldrich) in 0.1 M PBS for 10 min at RT and mounted onto microscope slides with VECTASHIELD Vibrance Antifade Mounting Medium (H‐1700; Vector Laboratories Inc.).

### 2.14 Image Acquisition

The immunostained samples were analyzed using a FV1200 (Olympus) or Nikon A1‐HD25 (Nikon) confocal system under 10×, 20×, and 40× objectives. Cresyl violet‐stained samples were analyzed with a BZ‐X710 (Keyence) phase‐contrast microscope to confirm the electrode position. ImageJ (NIH, Bethesda, MD) was used for analysis.

### 2.15 Quantification

Z‐series images were collected in 1‐μm steps, and 11Z sections (10 μm thick) were stacked using ImageJ to quantify the GFAP‐positive area, colocalization between Igfbp2 and cell‐type‐specific markers, and hippocampal Igfbp2 expression levels. Twenty‐one Z‐series sections (0.5‐μm steps, 10 μm thick) were collected for quantification of colocalization between EGFP‐Rpl10a and S100β and for quantification of astrocytic pCREB expression levels.

Quantification of GFAP‐positive area or Igfbp2‐positive area was performed as follows: on the Z‐stacked images (GFAP) or the Z‐stacked tiled images (Igfbp2), GFAP or Igfbp2 immunofluorescence signals were detected by the threshold of fluorescence intensities in ImageJ. Then, the percentage of positive area in the total area of the region of interest (ROI) was calculated.

Quantification of colocalization between Igfbp2 and cell type‐specific markers (S100β, Iba1, and NeuN) was performed as follows: on each section, Igfbp2, S100β, Iba1, and NeuN immunofluorescence signals were detected by determining the threshold of fluorescence intensities in ImageJ. Colocalized images of Igfbp2 and S100β, Iba1, or NeuN were then prepared for each section. The colocalization ratio was calculated by dividing the area of Z‐stacked colocalized images by the area of Z‐stacked Igfbp2 images.

Quantification of colocalization between EGFP‐Rpl10a and S100β was performed by counting the number of cells on the Z‐stacked images using the Cell Counter plugin. We divided the number of colocalized cells by the number of S100β‐positive cells.

Quantification of astrocytic pCREB expression levels was performed as follows: on the stacked images, we selected the ROI containing the astrocytic soma and measured the pCREB immunofluorescence intensity in the ROI. The average fluorescence intensity of five background ROIs (selected from regions without nuclei) was subtracted from the measured pCREB intensity. If the subtracted value was less than 0, the value was replaced with 0. The resulting value was used for quantification.

### 2.16 Experimental Design and Statistical Analysis

No statistical methods were used to pre‐determine the sample size, but our sample sizes are similar to those reported in previous publications (Lentini et al. 2021; Sierra et al. 2015; Zhou et al. 2019). Data were collected and statistically analyzed in a blinded fashion to avoid bias. Sigma‐Plot 12.0, RStudio and MATLAB2022a software were used to analyze the data. Data are presented as the mean ± standard error of the mean. Student's *t*‐test, Mann–Whitney rank sum test, one‐way analysis of variance (ANOVA) followed by Tukey's test, extra sum‐of‐squares F test, Kolmogorov–Smirnov test, or bootstrap resampling test were used for statistical analysis.

In the bootstrap resampling test, the resampled data were obtained from the mixed data of the two groups and the difference in means was calculated. This procedure was repeated 10,000 times. The null hypothesis was rejected if the two‐sided 95% confidence interval for the difference in means obtained by resampling did not contain the true difference in means.

### 2.17 Code Availability

All codes used in this study are available from the corresponding authors upon reasonable request.

### 2.18 RNA‐seq data deposition

RNA‐seq data have been deposited in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo) with accession numbers (GSE237321). Lead contact will fulfill reasonable requests for other data.

## 3 Result

### 3.1 Astrocyte‐Focused Transcriptional Profiles in the Epileptic Hippocampus

To establish a mouse model of MTLE with hippocampal sclerosis, we injected kainic acid (KA), a glutamate receptor agonist, into the right dentate gyrus of the hippocampus (Bielefeld et al. 2017). This intrahippocampal KA‐injection model recapitulates multiple pathological features of hippocampal sclerosis, including reactive astrogliosis, microgliosis, extensive pyramidal cell loss, and granule cell dispersion (Sierra et al. 2015; Araki et al. 2020). In addition, the model exhibits resistance to certain anti‐seizure medications, and its use in novel drug discovery is endorsed by the Epilepsy Therapy Screening Program (Kehne et al. 2017; Löscher et al. 2020).

To validate the presence of reactive astrogliosis, we performed immunohistochemical analysis 14 days after KA injection. In the CA3 region of the hippocampus—an area well known for reactive astrogliosis in both MTLE patients and rodent models—we observed NeuN‐positive pyramidal cell loss and a significant increase in the area labeled with the astrocytic marker GFAP in the ipsilateral hippocampus (Figure 1A,B, *p* = 0.00000178, *t*_(8)_ = −12.3, Student's *t*‐test).

**FIGURE 1:**
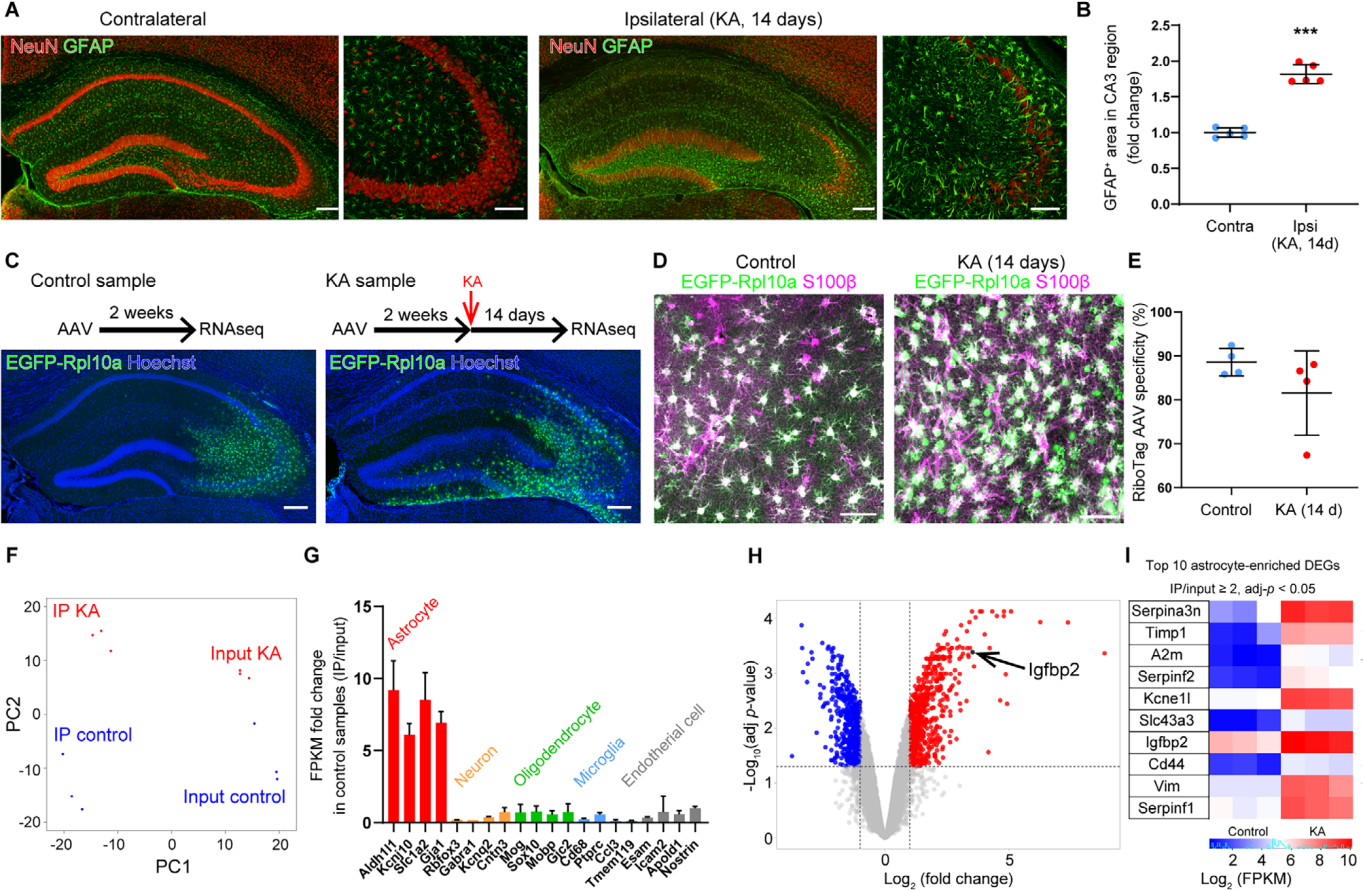
Astrocyte‐focused transcriptional profiling reveals altered gene expression in the epileptic hippocampus. (A) Representative confocal images of the hippocampus from KA‐injected MTLE model mice. Scale bars, 200 μm (left), 100 μm (right, magnified image). (B) Quantification of GFAP^+^ area in the CA3 region. *n* = 5 mice (2 slices per mouse). Data represent mean ± SEM. ***p < 0.001, Student's *t*‐test. (C) Experimental timeline and representative images illustrating astrocyte‐specific RNA‐seq of the CA3 region using AAV‐RiboTag and TRAP. In the control group, RNA was collected 2 weeks after AAV injection. In the KA group, KA was injected 2 weeks after AAV injection, and RNA was collected 14 days post‐KA. Lower panels show EGFP‐Rpl10a expression in the CA3 region. Scale bar, 200 μm. (D) Representative confocal images showing EGFP‐Rpl10a and S100β expression in the CA3 region. Scale bar, 50 μm. (E) Quantification of EGFP‐Rpl10a^+^ cells co‐expressing S100β. Approximately 90% of GFP^+^ cells were S100β^+^ in both groups. *n* = 4 mice (2–3 slices per mouse), mean ± SEM. (F) Principal component analysis (PCA) of CPM data. (G) Expression ratios of cell‐type‐specific markers (FPKM) comparing immunoprecipitated (IP) vs. input samples. *n* = 3 samples per group. (H) Volcano plot showing log_2_ fold changes and –log_10_ adjusted *p* values for astrocyte‐expressed genes (FPKM > 1 in all samples). Differentially expressed genes (DEGs) were defined by adjusted *p* < 0.05 and > 2‐fold change. (I) Heatmaps of the top 10 upregulated or downregulated astrocyte‐enriched DEGs (IP/input ≥ 2), shown as FPKM values.

To examine transcriptomic changes associated with reactive astrogliosis, we combined AAV injection into the CA3 region with Translating Ribosome Affinity Purification (TRAP) to isolate mRNA specifically from astrocytes in that region (Figure 1C) (Yu et al. 2018; Yu et al. 2020; Bravo‐Ferrer et al. 2022). TRAP allows immunoprecipitation of ribosome‐bound mRNA and offers several advantages over conventional methods, such as fewer artifacts compared to fluorescence‐activated cell sorting (FACS), and the ability to capture mRNAs being actively translated, thus better reflecting protein expression profiles (Haimon et al. 2018; Yu et al. 2020).

Leveraging these features, we compared gene expression profiles between reactive astrocytes in the CA3 region and other hippocampal cells, aiming to identify astrocyte‐specific transcriptional signatures. To this end, we used RiboTag AAV (AAV_DJ_‐GfaABC1D‐EGFP‐Rpl10a), which expresses a GFP‐tagged ribosomal protein (EGFP‐Rpl10a) under the control of an astrocyte‐specific promoter, to selectively label ribosomes in CA3 astrocytes (Figure 1C). We then performed immunoprecipitation with an anti‐GFP antibody to purify translational mRNA from astrocytes in the CA3 region.

For transcriptomic comparison, we prepared two groups: a control group, in which astrocytic mRNA was collected from hippocampi injected with RiboTag AAV alone, and a KA group, in which astrocytic mRNA was isolated from hippocampi injected with KA following RiboTag AAV administration (Figure 1C).

We confirmed that approximately 90% of GFP‐positive cells in the CA3 region co‐expressed the astrocytic marker S100β (Figure 1D,E). We then performed RNA sequencing on immunoprecipitated (IP) samples enriched for astrocytic mRNA, as well as on input samples representing total hippocampal RNA. 

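RNA was sequenced from 3 control samples and 3 KA samples, each of which pooled the right hippocampi of 3 to 4 mice. Each homogenate gave an IP library and an input library, 12 libraries in all. RNA of the control group was collected 2 weeks after injection of the RiboTag AAV. In the KA group, KA was injected 2 weeks after the AAV and RNA was collected 14 days later. The authors aligned the reads to mm10 with STAR and deposited, for every library, whole-number counts without normalization and FPKM for each gene symbol. Counts in the KA IP libraries summed to between 10424010 and 11142671 (median 10968465), and in the control IP libraries to between 9281256 and 12821143 (median 9570856). Input libraries held between 9534606 and 10202241 counts (median 9868551) in the KA group and between 7991681 and 12587839 (median 9553362) in the control group. Genes with FPKM above 1 in every compared library were tested on their counts with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 were taken as DEGs. For a single gene, 3 samples against 3 cannot give a two-sided exact permutation p below 0.1.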

Principal component analysis (PCA) based on counts per million (CPM) revealed clear distinctions between control and KA samples, as well as between IP and input samples (Figure 1F). 

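Principal components were computed from log2 CPM (prior count 2) of the 9180 genes with FPKM above 1 in all 12 libraries, centred and not scaled. The first component held 55.5% of the variance, the second 20.9% and the third 13%. On the first component the lowest IP library scored 23.2 and the highest input library −28.7. On the second component the lowest KA library and the highest control library scored 25.3 and −5.18 in IP, a gap of 30.4. In input these scores were 7.03 and 2.86, a gap of 4.17. AAV control IP #3 set the upper end of its group at −5.18, whereas AAV control IP #1 and #2 scored −34.5 and −39.1. Likewise AAV control input #3 set the 2.86, whereas AAV control input #1 and #2 scored −25.0 and −28.5. The share of the first component moved most when genes were not filtered on FPKM, to 32.5%. It stayed between 54.3% and 58.5% with each library left out in turn.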

Analysis of cell‐type–specific marker genes further showed that astrocytic markers were enriched, while markers of other cell types were depleted, in the IP samples relative to the input samples (Figure 1G). These results confirm the suitability of our approach for investigating transcriptional changes in hippocampal astrocytes.

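The ratio of FPKM in IP to FPKM in input was computed within each of the 3 control pairs for the 20 markers of Figure 1G. The 4 astrocytic markers averaged 7.69 ± 1.34 (SD over the 3 pairs) and ranged from 6.11 for Kcnj10 to 9.2 for Aldh1l1. All 4 were above 1 in every pair and had an adjusted p-value under 0.05 in the edgeR comparison of IP with input, for example a log2 fold change of 3.31 for Aldh1l1 (standard error 0.193, adjusted p = 1.02e-04). The neuronal markers averaged 0.368 ± 0.0927, and Rbfox3 was below 1 in every pair and past the same threshold. Cntn3 averaged 0.733 ± 0.317 and did not pass the FPKM filter. The oligodendrocyte markers averaged 0.695 ± 0.449, so their distance from 1 was smaller than the SD between pairs. Mobp alone was below 1 in every pair, while Mog had ratios of 0.276, 0.507 and 1.34 in pairs #1, #2 and #3. The microglial markers averaged 0.261 ± 0.0194 and all 4 were below 1 in every pair, although Ccl3 had at most 1 count in each control IP library. The endothelial markers averaged 0.669 ± 0.319, with 2 of 4 below 1 in every pair. Neither the microglial nor the endothelial markers passed the FPKM filter of this comparison. The astrocytic mean moved most when TMM-normalized CPM replaced FPKM, to 8.53. In the KA group the same means were 2.93 for astrocytic, 0.506 for neuronal, 2.02 for oligodendrocyte, 0.137 for microglial and 0.231 for endothelial markers. In the PBS group they were 6.40, 0.495, 0.708, 0.544 and 0.760 in this order, so the neuronal mean was similar in the KA and PBS groups.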

To identify differentially expressed genes (DEGs) induced by KA injection, we compared genes with fragments per kilobase of transcript per million mapped reads (FPKM) > 1 in all immunoprecipitated (IP) samples between the control and KA groups, using a false discovery rate (FDR) < 0.05. 

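Of the 9729 genes with FPKM above 1 in the 6 IP samples of the KA and control groups, 1960 had an adjusted p-value under 0.05 and 1130 also changed by a log2 fold change of at least 1. Among these DEGs 622 (55.0%) were higher and 508 were lower in the KA group. The smallest adjusted p-value was 7.46e-05. For 3906 genes (40.1%) the 3 KA samples did not overlap the 3 control samples, against 10% by chance. The largest increase was that of Penk, with a log2 fold change of 8.84 (standard error 0.730, adjusted p = 4.32e-04) and FPKM of 3527 ± 2410 (SD, n = 3) in KA IP and 8.45 in control IP. Penk overlaps A830012C17Rik on the opposite strand, and the strandedness of the counting is not stated. Among the decreases, Sst fell by 3.36 on the log2 scale (standard error 0.200, adjusted p = 1.33e-04). The number of DEGs moved most without the FPKM filter, to 2823. With each sample left out in turn it ranged from 779 to 1496. The number of downregulated DEGs was 302 without KA #1, 318 without KA #2 and 330 without AAV control #2.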

Genes were considered significantly differentially expressed if they exhibited at least a two‐fold change and an adjusted *p* value < 0.05 (Figure 1H).

TRAP enables the collection of RNA from both astrocytes expressing GFP‐tagged ribosomes (IP) and the total hippocampal RNA (input) from the same mouse. We next identified DEGs enriched in astrocytes by selecting genes with FPKM (IP vs. input) ≥ 2 (Yu et al. 2020). 

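The ratio of mean FPKM in IP to mean FPKM in input was taken in the KA group for upregulated DEGs and in the control group for downregulated DEGs. It was at least 2 for 125 of the 622 upregulated DEGs (20.1%) and for 319 of the 508 downregulated DEGs (62.8%). In the control group, 1522 of all tested genes (15.6%) reached this ratio. With the ratio taken in the control group, 91 upregulated DEGs passed, and 79 passed in both groups. With the ratio taken in the KA group, 79 downregulated DEGs passed. Mean FPKM was lower in IP than in input for 334 upregulated DEGs (53.7%) in the KA group and for 475 (76.4%) in the control group, where this held for 54.0% of all tested genes. Without the FPKM filter the numbers of enriched DEGs were 396 upregulated and 568 downregulated. Leaving out KA IP #1 gave 74 upregulated enriched DEGs, leaving out AAV control IP #2 gave 83, and leaving out KA IP #2 gave 203 downregulated enriched DEGs.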

The top 10 astrocyte‐enriched DEGs altered by KA injection are shown in Figure 1I. Several of these genes have been previously associated with epilepsy (Tinnes et al. 2013; Liu et al. 2023). For example, *Serpina3a* is highly expressed in hippocampal astrocytes of epileptic mice, and its knockdown reduces seizure development (Liu et al. 2023). 

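Ranked by log2 fold change, the 10 highest of the 125 upregulated astrocyte-enriched DEGs were Penk, Hspb1 (7.37), Scg2 (6.25), Hpgd (5.07), Serpina3n (4.91), Tnfrsf12a (4.86), Timp1 (4.64), A2m (4.50), Serpinf2 (4.32) and Igfbp7 (4.21). With the ratio of IP to input taken in the control group, the 10 highest were Serpina3n, Timp1, A2m, Serpinf2, Kcne1l, Slc43a3, Igfbp2, Cd44, Vim and Serpinf1. Serpina3n rose from 19.2 ± 17.5 FPKM (SD, n = 3) in control IP to 586 ± 121 in KA IP (standard error of the log2 fold change 0.705, adjusted p = 0.00359 from edgeR), and its log2 fold change was 6.12 without AAV control IP #3. Without AAV control IP #3 the log2 fold change was also higher for Timp1 (6.02) and Tnfrsf12a (5.76). Serpina3n has close paralogs, and the treatment of reads shared among them is not stated. Its paralog Serpina3a is listed at 0 counts in all of these libraries. Kcne1l, on chromosome X from 142304752 to 142306294, had 445 ± 51.0 FPKM in KA IP and 36.6 ± 1.76 in control IP, a log2 fold change of 3.65 (standard error 0.198, adjusted p = 9.59e-05). Timp1 overlaps Syn1, and Igfbp7 overlaps Polr2b, on the opposite strand. Hpgd overlaps Gm45540 on the same strand. The largest decreases among the enriched DEGs were those of CT010467.2 (−3.74) and Hes5 (−3.33). CT010467.2, a pseudogene, had 464, 155 and 18.4 FPKM in control IP #1 to #3 and 21.1, 17.2 and 6.77 in KA IP, so the groups overlapped (standard error 0.974, adjusted p = 0.0322 from edgeR).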

While many of the top 10 genes are linked to inflammatory or reactive astrocyte phenotypes, *Kcne1l* and *Igfbp2* have rarely been associated with these states. Although the role of *Kcne1l* in the brain remains poorly understood, previous studies suggest that *Igfbp2* may influence neuronal excitability (Khan et al. 2019; Shigetomi et al. 2024). Based on this, we prioritized insulin‐like growth factor‐binding protein 2 (Igfbp2) for further investigation among the top candidate astrocyte‐enriched DEGs.

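Igfbp2 lies on the plus strand of chromosome 1 from 72824503 to 72852474 in the GENCODE annotation of GRCm38 and overlaps no other gene there. Its FPKM was 924 ± 233 (SD, n = 3) in KA IP, with 1167, 903 and 702 in KA #1 to #3. In control IP it was 83.6 ± 25.1, with 103, 92.6 and 55.2. The KA IP libraries held 14220 to 24006 counts of Igfbp2 and the control IP libraries 1307 to 1762. The log2 fold change was 3.53 (standard error 0.286, adjusted p = 4.14e-04 from edgeR's quasi-likelihood test). Every KA sample was above every control sample (two-sided exact permutation test of log2(FPKM + 1), p = 0.1, the smallest that 3 samples against 3 allow). The log2 fold change moved most without AAV control IP #3, to 3.34. It was at most 3.67 with another sample left out, and 3.6 without the FPKM filter. In input, Igfbp2 rose from 32.8 ± 13.8 to 150 ± 45 FPKM, a log2 fold change of 2.21 (standard error 0.313, adjusted p = 0.00784). The ratio of IP to input was 6.14 in the KA group and 2.55 in the control group. By log2 fold change Igfbp2 ranked at place 13 of the 125 upregulated astrocyte-enriched DEGs, and at place 7 of 91 with the ratio taken in the control group. Leaving out AAV control IP #3 moved it to place 26. From its place among the top astrocyte-enriched DEGs and from earlier work on neuronal excitability, the paper reasons that Igfbp2 merits further investigation.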

Subsequently, we performed gene ontology (GO) enrichment analysis on the upregulated DEGs in the KA group (Figure 2). Within the biological process category, GO terms related to ion transport and neuronal development were significantly enriched (Figure 2A). These findings are consistent with known mechanisms underlying epilepsy, where impaired astrocytic potassium buffering and glutamate transport contribute to hyperexcitability (Rangroo Thrane et al. 2013; Petr et al. 2015; Peterson et al. 2021), and neuronal circuits undergo reorganization during epileptogenesis (Zhou et al. 2019; Lybrand et al. 2021).

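Annotation to GO terms was not used here. Instead, 6 families defined by gene symbol were compared between upregulated DEGs and the other tested genes with two-sided Fisher's exact tests, adjusted over the families. Among axon guidance and adhesion genes, 9 of 34 tested genes were upregulated DEGs (26.5%, odds ratio 5.33, adjusted p = 6.22e-04), including Plxna4, Sema5a and Chl1. Outside this family 613 of 9695 tested genes were upregulated DEGs (6.32%). Among ion channel and pump genes other than potassium channels, 12 of 61 were upregulated DEGs (19.7%, odds ratio 3.64, adjusted p = 6.22e-04). The median log2 fold change of this family was near 0, and its adjusted p was 0.261 with camera and 0.0863 with fry, while the axon guidance family had 0.0142 with camera. Among solute carriers, 11 of 159 were (6.92%, odds ratio 1.09, adjusted p = 0.743). In the control group, mean FPKM was lower in IP than in input for 9 of the 9 upregulated axon guidance genes, 12 of the 12 other ion channel genes and 9 of the 11 solute carriers. In the KA group this held for 3, 7 and 7 of these genes. The result moved most when DEGs and background were restricted to the 666 tested genes whose ratio of IP to input was at least 2 in the KA group. None of the 6 families then passed the threshold, with 0 of 6 at an unadjusted p-value under 0.05. This set held only 2 axon guidance, 3 potassium channel and 3 other ion channel genes, too few to judge these families. The unadjusted p-values lay between 0.408 and 1.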

**FIGURE 2:**
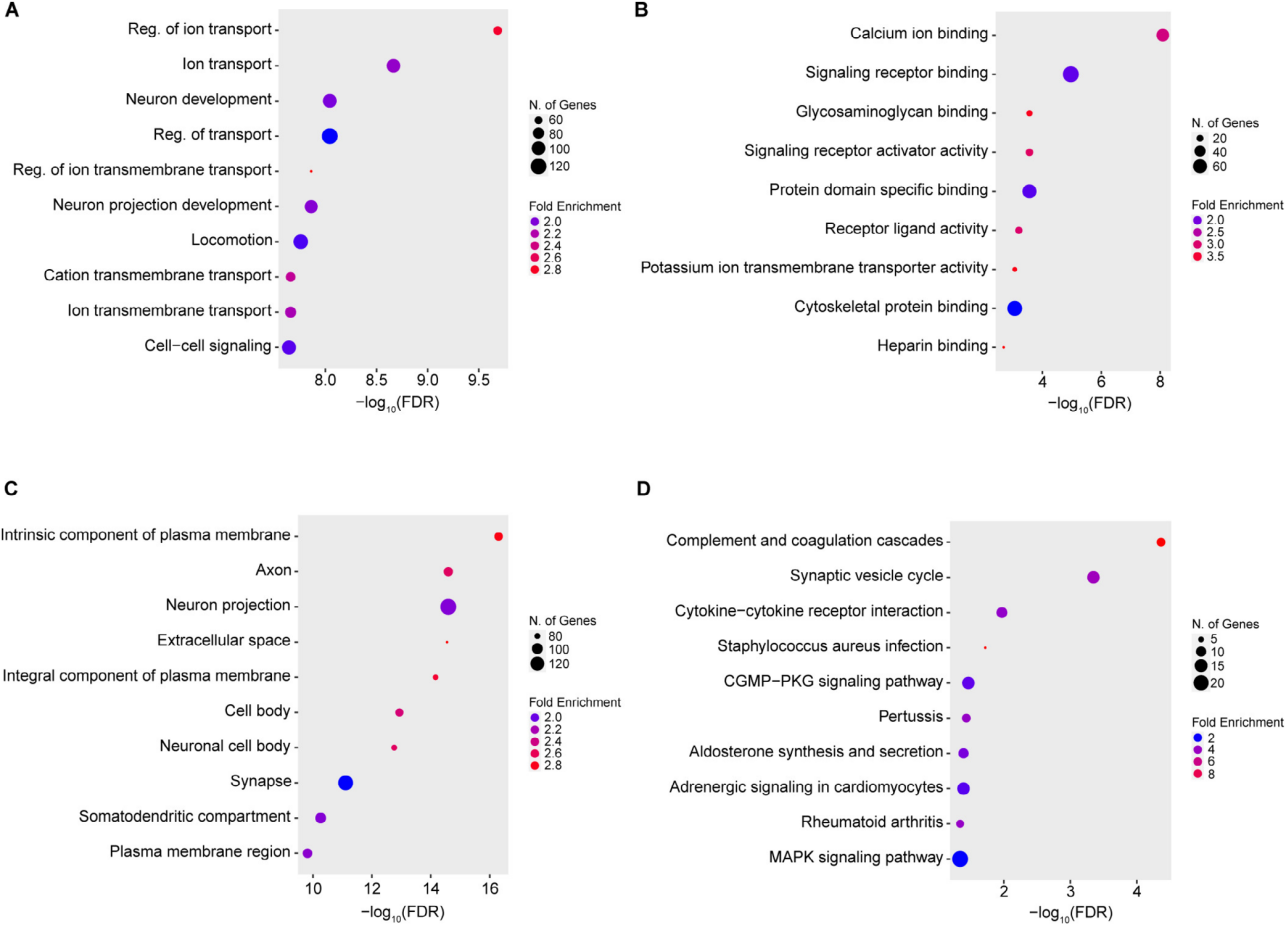
Gene ontology and pathway enrichment analyses of upregulated astrocytic DEGs in the epileptic hippocampus. (A) Gene ontology (GO) enrichment analysis of biological process terms associated with upregulated DEGs (adjusted *p* < 0.05, log_2_ fold change ≥ 1). (B) GO enrichment analysis of molecular function terms for the same DEG set. (C) GO enrichment analysis of cellular component terms for upregulated DEGs. (D) Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis of upregulated DEGs.

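Potassium channel genes were examined as a family of gene symbols beginning with Kcn. Of the 34 that were tested in the IP samples, 9 were upregulated DEGs in the KA group, which is 26.5% against 6.32% of the other tested genes (Fisher's exact test, two-sided, adjusted p = 6.22e-04). The median log2 fold change of the family was 0.58, and camera, a test of a set of genes against all others, gave an adjusted p of 0.0011. Besides Kcne1l the upregulated genes with the smallest p in the family were Kcna1 (log2 fold change 2.02) and Kcnj3 (1.86). Mean FPKM was lower in IP than in input for 8 of the 9 upregulated genes, both in the KA group and in the control group.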

In the molecular function category, GO terms associated with potassium ion buffering were also enriched (Figure 2B). In addition, since astrocytes undergo marked morphological changes during the transition to a reactive state, cytoskeleton‐related GO terms were also enriched. 

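Of 84 tested cytoskeleton genes, 13 were upregulated DEGs (15.5%, odds ratio 2.72, adjusted p = 0.00294 from Fisher's exact test, two-sided). Vim rose by a log2 fold change of 3.37 (standard error 0.290), Stmn3 by 2.63 and Nefl by 1.56. Nefl overlaps Nefm on the opposite strand. Mean FPKM was lower in IP than in input for 6 of the 13 upregulated genes in the KA group and for 8 in the control group. With camera the adjusted p of the family was 0.0142. The spectrin genes Sptb and Sptan1 were among the 10 largest decreases of astrocyte-enriched DEGs, with log2 fold changes of −2.62 and −2.60.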

Because our focus is on astrocyte and neuron interactions during epileptogenesis, the significant enrichment of genes related to signal transduction is particularly noteworthy. These include genes involved in cell–cell signaling within biological processes, as well as signaling receptor binding, receptor activator activity, and receptor ligand activity within molecular functions (Figure 2A,B).

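Of 37 tested genes for secreted ligands, 9 were upregulated DEGs (24.3%, odds ratio 4.76, adjusted p = 6.22e-04 from Fisher's exact test, two-sided). Besides Penk, Bdnf rose by a log2 fold change of 4.78 and Inhba by 2.61. Both genes overlap other annotated genes on the opposite strand. Mean FPKM was lower in IP than in input for 2 of the 9 upregulated genes in the KA group and for 6 of 9 in the control group. With camera the adjusted p of the family was 0.165, and with fry 0.0159.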

These results support our hypothesis that reactive astrocytes in the sclerotic hippocampus upregulate genes involved in signal transduction pathways, which may in turn influence neuronal function. Notably, *Igfbp2*, the astrocyte‐enriched DEG we prioritized, falls under the GO term “signal transduction.” Therefore, the GO enrichment analysis further motivated us to explore the effects of Igfbp2 on neuronal excitability.

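In the KA and control groups, samples #1 and #2 were sequenced in run 1 and samples #3 in run 2, so each run held both groups. With the sequencing run as a covariate, 1303 genes were DEGs between KA and control IP. Igfbp2 then had a log2 fold change of 3.55 (standard error 0.174, adjusted p = 4.41e-06 from edgeR). Restricting the comparison to the 4 IP libraries of run 1, a choice made after seeing the data, gave 1511 DEGs and a log2 fold change of 3.47 for Igfbp2 (standard error 0.150). A comparison within run 2 was not possible, since it holds 1 sample of each group.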

To mitigate batch effects, we designated the samples derived from hippocampi injected with RiboTag AAV alone as control samples (see the Methods section for detailed sample information). However, it is important to note that these control samples differ from the KA group in certain aspects, including the time course and the invasiveness of the surgical procedure, as KA was administered after AAV injection in the KA group.

To address these potential confounds, we additionally compared the KA group with a phosphate‐buffered saline (PBS) group, in which astrocytic RNA was collected from hippocampi injected with PBS following RiboTag AAV injection. 

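The PBS group comprised 3 samples, each with an IP and an input library, sequenced in run 3 without samples of the other groups. PBS IP libraries held between 10505073 and 16032180 counts (median 11430255) and PBS input libraries between 10052992 and 10766221 (median 10176624). Because the run held PBS samples only, the effect of the run and of the group cannot be told apart in comparisons with PBS. Between PBS IP and control IP, 0 of 10667 tested genes had an adjusted p-value under 0.05 in the edgeR test, and 1153 (10.8%) had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.436. The samples of the 2 groups did not overlap for 1607 genes (15.1%), against 10% by chance. Without AAV control IP #3 the same comparison gave 546 DEGs. The log2 fold change of Igfbp2 in PBS IP against control IP was −0.66 (standard error 0.267, adjusted p = 0.443), and without AAV control IP #3 it was −0.85 (adjusted p = 0.0438). The ratio of IP to input for the astrocytic markers of Figure 1G averaged 6.40 in the PBS group.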

Notably, when comparing the PBS group with the KA group, *Igfbp2* again emerged as one of the top 10 differentially expressed, astrocyte‐enriched genes (Figure S1).

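Between KA IP and PBS IP, 3647 of 9847 tested genes had an adjusted p-value under 0.05, and 1716 were DEGs, 796 higher and 920 lower in the KA group. The number of DEGs moved most without the FPKM filter, to 5023. With the ratio of IP to input taken in the KA group for upregulated and in the PBS group for downregulated DEGs, 187 and 455 were astrocyte-enriched. Igfbp2 had 50.3 ± 6.38 FPKM (SD, n = 3) in PBS IP and 17.9 ± 5.39 in PBS input. Its log2 fold change in KA IP against PBS IP was 4.17 (standard error 0.320, adjusted p = 1.68e-05 from edgeR), or 18-fold, and stayed between 4.02 and 4.36 with each sample left out. By log2 fold change Igfbp2 ranked at place 12 of the 187 upregulated astrocyte-enriched DEGs, and at place 5 of 122 with the ratio taken in the PBS group. The 10 highest of the 187 were Penk, Timp1, Scg2, Serpina3n, Tnfrsf12a, Apod, A2m, Cxcl10, Igfbp7 and Isg15, of which 7 were also among the 10 highest against the control group. Across the 9584 genes tested against both groups, the log2 fold changes correlated with r = 0.879 and rho = 0.839, although genes are not independent replicates. Because both comparisons share the KA samples, simulated unchanged groups gave a median r of 0.503. The 2 comparisons shared 857 DEGs, all in the same direction. With this comparison the paper addresses the differences in time course and surgery between the KA and control groups.

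**Figure D2:**
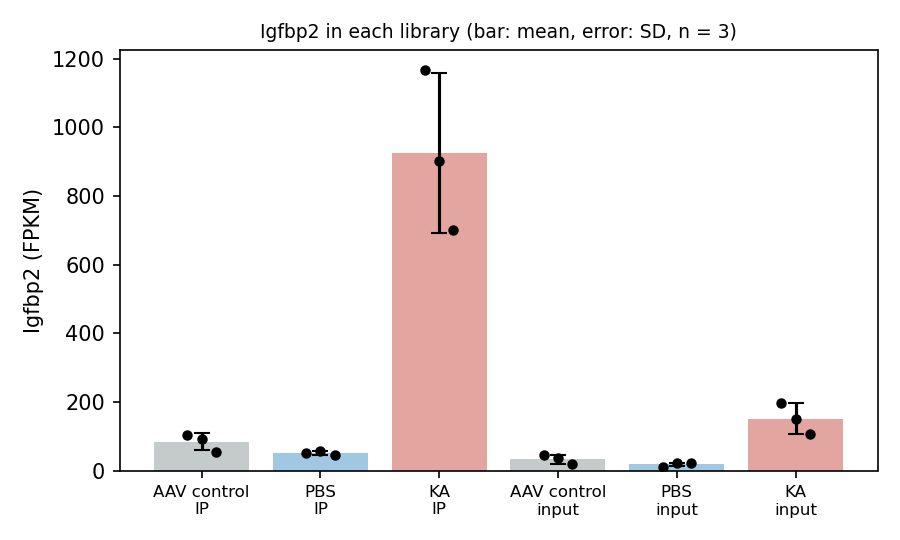
FPKM of Igfbp2 in each IP and input library of the KA, control and PBS groups (points), with the mean of 3 samples as bars and the SD as error bars. The KA IP samples lie between 702 and 1167, above every other library.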

### 3.2 Igfbp2 Is Highly and Specifically Expressed in Astrocytes of the Epileptic Hippocampus

Igfbp2, encoded by the *Igfbp2* gene, has been reported to enhance the firing rate of hippocampal pyramidal neurons in both developing and disease‐mimicking brains, thereby increasing overall brain excitability (Khan et al. 2019; Shigetomi et al. 2024). Recently, Igfbp2 has attracted considerable attention for its role in neuron–astrocyte interactions. Astrocyte‐derived Igfbp2 has been implicated in neural hyperexcitability, the formation of fear‐related memories, and the regulation of neuronal maturation (Caldwell et al. 2022; Sun et al. 2024). Based on these findings, we hypothesized that elevated Igfbp2 expression in astrocytes contributes to increased neuronal excitability and the emergence of SRSs in the MTLE mouse model.

To test this hypothesis, we examined Igfbp2 expression at both the RNA and protein levels in MTLE model mice using in situ hybridization and immunohistochemistry. Strikingly, *Igfbp2* expression was minimal in the contralateral hippocampus and in brain regions outside the hippocampus. In contrast, both Igfbp2 mRNA and protein were significantly upregulated in the hippocampus following KA injection (Figure 3A–D). Notably, this increased expression was predominantly restricted to astrocytes, with minimal detection in microglia or neurons (Figure 3E,F, *F*_(2,8)_ = 882.53, *p* = 4.14 × 10^−10^, one‐way ANOVA, *p* = 2.40 × 10^−9^; S100β vs. Iba1, *p* = 1.74 × 10^−9^; S100β vs. NeuN Tukey's test after ANOVA).

**FIGURE 3:**
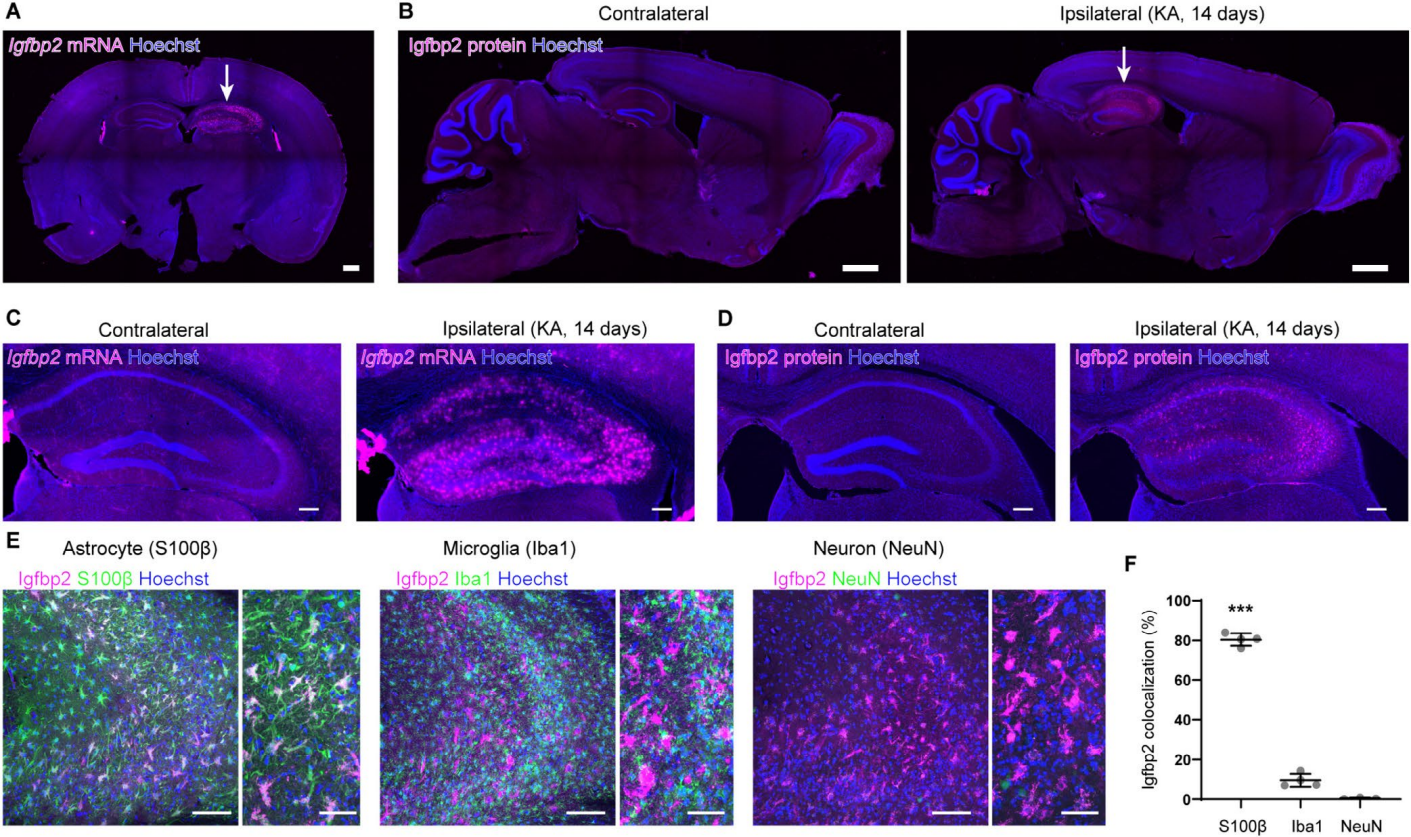
Igfbp2 is selectively upregulated in astrocytes of the epileptic hippocampus. (A) Representative image of *Igfbp2* mRNA expression 14 days after KA injection. The arrow indicates the KA‐injected hippocampus. Scale bar, 500 μm. (B) Representative images of Igfbp2 protein expression in the brain. Igfbp2 expression is restricted to the KA‐injected hippocampus (arrow). Scale bar, 1 mm. (C, D) Representative images showing *Igfbp*2 mRNA (c) and protein (d) expression in the hippocampus of MTLE model mice. Scale bar, 200 μm. (E) Representative images of Igfbp2 co‐expression with S100β (astrocytes), Iba1 (microglia), and NeuN (neurons) in the CA3 region. Scale bars, 100 μm. Insets: Enlarged images with scale bars, 50 μm. (F) Quantification of Igfbp2 colocalization with cell type–specific markers. *n* = 3–4 mice (2 slices per mouse); mean ± SEM. ***p < 0.001, Tukey's test following one‐way ANOVA.

Furthermore, the upregulated Igfbp2 expression persisted for at least 2 months after status epilepticus (Figure 4, *p* = 0.0012, *t*_(4)_ = −8.21, Student's *t*‐test), indicating that this upregulation is sustained rather than transient.

**FIGURE 4:**
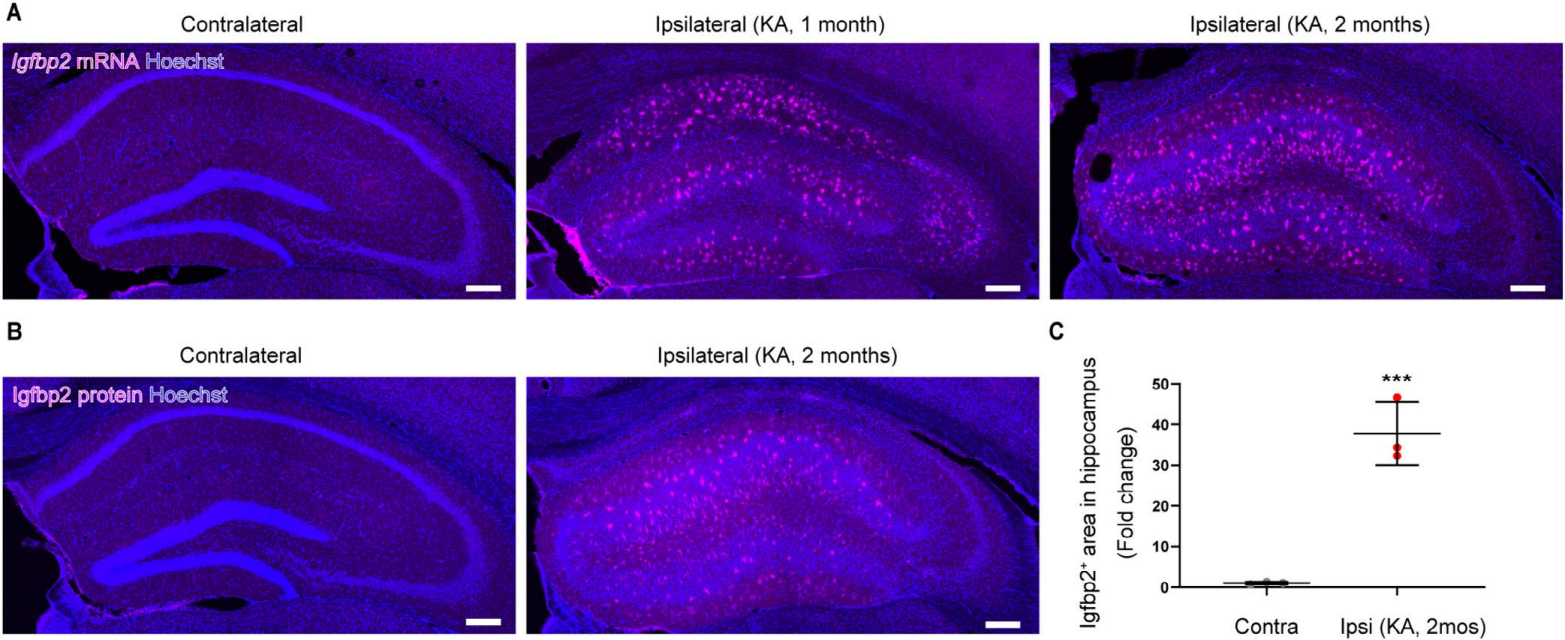
Igfbp2 remains upregulated in the hippocampus 2 months after KA administration. (A) Representative fluorescence in situ hybridization images showing *Igfbp2* mRNA expression at 1 and 2 months after KA administration. Scale bar, 200 μm. (B) Representative images of Igfbp2 protein expression at 1 and 2 months after KA administration. Scale bar, 200 μm. (C) Quantification of Igfbp2 protein expression in the ipsilateral hippocampus 2 months after KA administration. *n* = 3 mice (3 slices per mouse); mean ± SEM. ***p < 0.001, Student's *t*‐test.

Collectively, these findings demonstrate that *Igfbp2* expression is selectively and persistently elevated in astrocytes within the epileptic hippocampus.

Moreover, we performed RNA‐seq analysis on samples collected at 5 days after KA injection to investigate *Igfbp2* expression in astrocytes. Astrocytic *Igfbp2* already showed a tendency toward upregulation at this early time point following KA‐induced status epilepticus (Figure S2). In approximately 40% of mice injected with intrahippocampal KA, initial SRSs typically emerge around one week post‐injection (McGann et al. 2023). Although we confirmed the upregulation of Igfbp2 two months after status epilepticus, SRSs remain detectable at this time point in MTLE model mice (Lentini et al. 2021). These findings suggest that the temporal dynamics of Igfbp2 expression during epileptogenesis may be associated with the onset and persistence of SRSs.

### 3.3 Astrocytic Igfbp2 Contributes to the Development of SRSs

Given the elevated expression of Igfbp2 in astrocytes within the sclerotic hippocampus of epileptic mice, we investigated whether Igfbp2 contributes to the increased excitability of dentate granule cells. To address this, we prepared acute hippocampal slices from naïve mice and performed whole‐cell patch‐clamp recordings from dentate granule cells. Notably, treatment with 10 ng/mL of Igfbp2 significantly enhanced granule cell excitability, as demonstrated by an increased number of action potentials in response to current injection (Figure 5A–C, *F*_(DFn,DFd)_ = 45.37_(4,14)_, *p* < 0.001, extra sum‐of‐squares F test).

**FIGURE 5:**
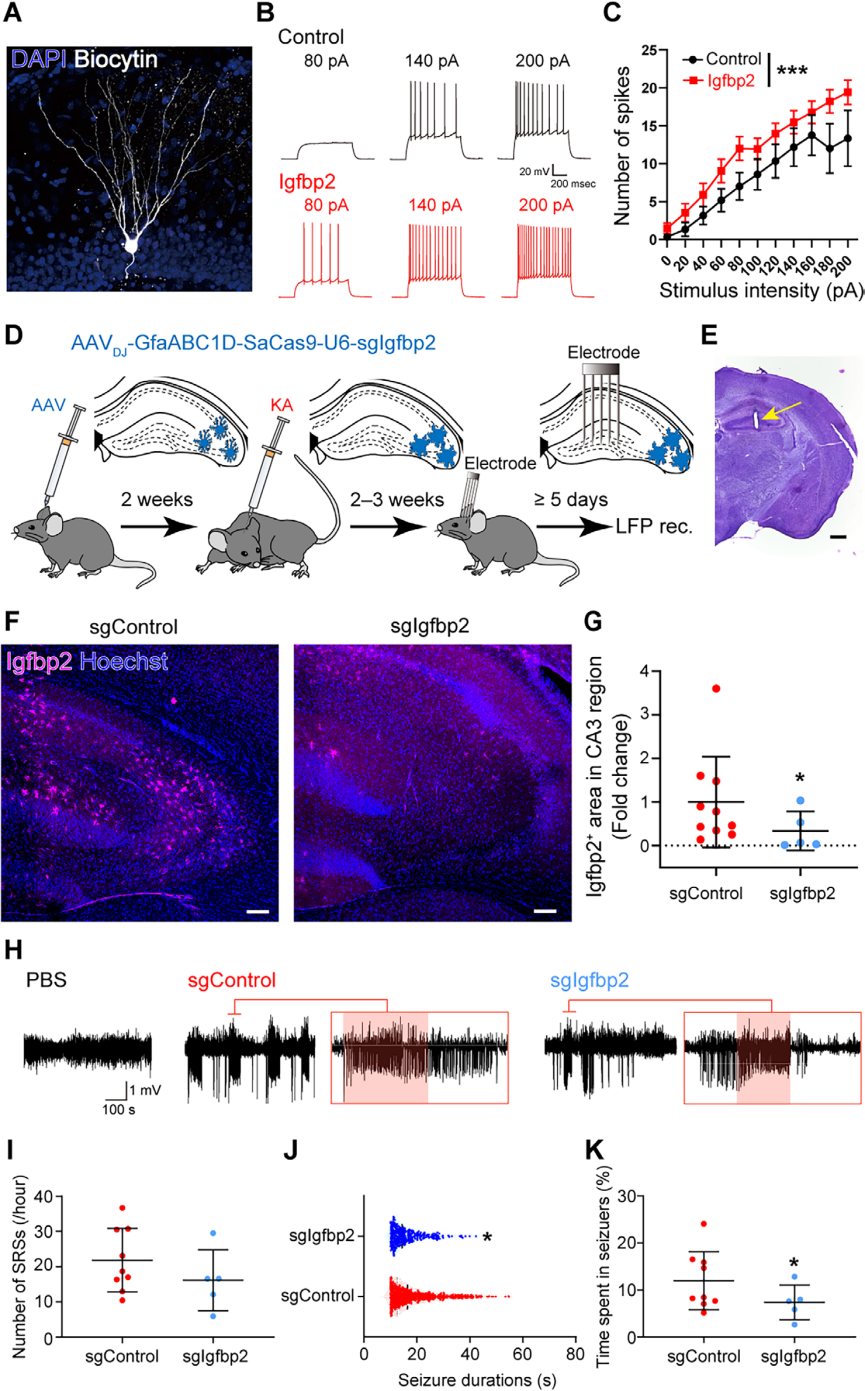
Astrocytic Igfbp2 deletion ameliorates the development of spontaneous recurrent seizures (SRSs). (A) Representative image of a biocytin‐filled dentate granule cell used for electrophysiological recordings. (B) Representative whole‐cell current‐clamp recording from a dentate granule cell. (C) Stimulus–response curves of dentate granule cells in the presence or absence of Igfbp2. *n* = 12 (ACSF) and 19 (Igfbp2) cells; mean ± SEM. ***p < 0.001, extra sum‐of‐squares *F* test. (D) Experimental timeline for assessing the effects of astrocyte‐specific Igfbp2 deletion on SRS development. AAVs encoding SaCas9 and sgRNAs targeting *Igfbp2* were injected into the hippocampus. Two weeks later, KA was administered intrahippocampally. After another 2 weeks, LFP electrodes were implanted into the dentate gyrus, followed by recovery and recording. (E) Histological verification of electrode placement (arrow). (F) Representative images showing Igfbp2 expression in the hippocampus following AAV delivery of sgControl or sgIgfbp2. Scale bar, 100 μm. (G) Quantification of Igfbp2 expression in the CA3 region. *n* = 10 mice (sgControl) and 5 mice (sgIgfbp2); 2 slices per mouse; mean ± SEM. *p < 0.05, bootstrap resampling test. (H) Representative LFP traces recorded from the dentate gyrus. Red bars indicate automatically detected SRS events. Left: PBS‐injected mouse; middle: sgControl‐expressing MTLE mouse; right: SgIgfbp2‐expressing MTLE mouse. Sustained, high‐amplitude rhythmic activity characteristic of SRSs was observed in MTLE model mice. (I) Quantification of SRS frequency. A trend toward reduced SRS frequency was observed in sgIgfbp2‐expressing mice. *n* = 9 (sgControl) and 5 (sgIgfbp2) mice; mean ± SEM. (J) Quantification of SRS duration. *n* = 778 events (sgControl) and 326 events (sgIgfbp2); mean ± SEM. *p < 0.05, Kolmogorov–Smirnov test. (K) Quantification of cumulative SRS duration during the recording period. *n* = 9 (sgControl) and 5 (sgIgfbp2) mice; mean ± SEM. *p < 0.05, bootstrap resampling test.

Subsequently, we sought to assess the impact of astrocytic Igfbp2 expression on SRSs in MTLE model mice. To this end, we utilized the CRISPR/SaCas9 system to induce astrocyte‐specific mutagenesis of *Igfbp2*, employing *Staphylococcus aureus* Cas9 (SaCas9) and a single guide RNA (sgRNA) targeting *Igfbp2* (Figure 5D). The sgRNAs were designed to target exon 2, which is the most 5′ located coding exon shared by all *Igfbp2* transcript variants (Hunker et al. 2020).

Increased neurogenesis in the dentate gyrus (DG) following status epilepticus is known to contribute to epileptogenesis (Cho et al. 2015; Luo et al. 2016). However, recent studies have shown that AAV delivery to the DG can impair adult neurogenesis (Johnston et al. 2021). To minimize potential adverse effects of AAV injection into the DG, we instead targeted the CA3 region for AAV delivery, consistent with the approach used for RiboTag AAV injection.

AAV‐mediated delivery of SaCas9 using AAV_DJ_‐GfaABC1D‐SaCas9‐pU6‐sgIgfbp2 significantly reduced Igfbp2 expression in the CA3 region of KA‐injected mice (Figure 5F,G, *p* < 0.05, bootstrap resampling test).

To SRSs, we recorded LFPs within the ipsilateral hippocampal dentate gyrus. The AAV carrying SaCas9 was delivered at least 2 weeks before the intrahippocampal administration of KA. Since mice in the MTLE model, generated by intrahippocampal KA injection, typically develop epileptogenesis and begin exhibiting SRSs within 2 weeks of injection (Lisgaras and Scharfman 2022), we implanted electrodes no earlier than 2 weeks after KA administration. LFPs were then recorded at least 5 days after electrode implantation (Figure 5D,E).

Comparison between the MTLE model mice injected with PBS into the hippocampus and the MTLE model mice in which Igfbp2 was deleted specifically in astrocytes revealed distinct characteristics. The MTLE model mice exhibited SRSs as hippocampal paroxysmal discharges, characterized by sustained rhythmic high‐amplitude activity in the LFPs (Figure 5H). Following previous studies, we defined SRSs as LFP events with a frequency greater than 5 Hz and an amplitude exceeding three times the standard deviation of the baseline, lasting for more than 10 s (Gu et al. 2015; Lentini et al. 2021; Lisgaras and Scharfman 2022).

Using this definition, we analyzed the SRSs recorded in the LFPs and quantified various seizure parameters, including seizure frequency, seizure duration, and cumulative seizure duration within the recording period (i.e., time spent in seizures). Control AAV‐injected MTLE model mice exhibited an average SRS frequency of approximately 20 events per hour (Figure 5I), consistent with previous reports (Zeidler et al. 2018; Lentini et al. 2021). Deletion of Igfbp2 in astrocytes did not significantly reduce the frequency of SRSs (Figure 5I).

Notably, the astrocytic Igfbp2‐deleted MTLE model mice showed shorter seizure duration and spent significantly less time in SRSs compared to the control group (Figure 5J, *D* = 0.15, *p* = 0.000040, Kolmogorov–Smirnov test, Figure 5K, *p* < 0.05, bootstrap resampling test). The degree of suppression in seizure duration observed in this study, approximately 50%, was comparable to that reported in studies using phenobarbital, a widely used anti‐seizure medication (Auer et al. 2020). Although direct comparisons should be made with caution, the reduction in SRS duration achieved by astrocytic Igfbp2 deletion was similar to that observed with phenobarbital treatment.

Collectively, these results provide compelling evidence that increased expression of Igfbp2 in astrocytes exacerbates SRS parameters and actively contributes to the development of SRSs.

## 4 Discussion

In this study, we provide compelling evidence that Igfbp2 expression is upregulated in reactive astrocytes within hippocampal sclerotic regions (Figure 3), and that this elevation persists for at least 2 months following status epilepticus (Figure 4). Functional experiments demonstrated that treatment with Igfbp2 enhanced the excitability of dentate granule cells (Figure 5C), while selective deletion of Igfbp2 in astrocytes suppressed SRSs, which manifested as hippocampal paroxysmal discharges in our MTLE model mice (Figure 5J,K). Taken together, these findings suggest that astrocytic upregulation of Igfbp2 contributes to epileptogenesis.

Moreover, our RNA sequencing analysis revealed upregulation of BMP6 following KA administration, a known inducer of Igfbp2 expression in astrocytes (Caldwell et al. 2022). 

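In the IP samples Bmp6 had 3.83 ± 0.678 FPKM (SD, n = 3) in the KA group, 1.55 ± 0.357 in the control group and 1.54 ± 0.252 in the PBS group. The log2 fold change was 1.35 against control (standard error 0.221, adjusted p = 0.00594 from edgeR) and 1.32 against PBS (standard error 0.204, adjusted p = 9.89e-04). The KA samples were above every control sample (two-sided exact permutation test, p = 0.1, the smallest possible with 3 samples against 3). On the scale of log2(FPKM + 1) the difference from control was 0.92, and with a pseudocount of 0.1 it was 1.26. With each sample left out the log2 fold change in counts stayed between 1.22 and 1.51. In input, Bmp6 had 1.96 ± 0.447 FPKM in the KA group and 0.771 ± 0.187 in the control group, below the FPKM filter. Without the filter its log2 fold change in input was 1.32 (standard error 0.309, adjusted p = 0.00104 from edgeR). In the comparison of KA effects, filtered on the IP libraries only, the effect in IP minus that in input was 0.03 (adjusted p = 0.976 from edgeR). Bmp6 lies on chromosome 13 from 38345107 to 38500302 and overlaps Txndc5 and 4930579J19Rik on the opposite strand. Of the 10 genes of a preset list of BMP target and pathway genes, 7 were tested in IP against control, with a median log2 fold change of −0.01. Smad7 (1.89) and Bambi (0.95) were higher, Id4 (−1.97) was lower, and 3 of the 7 changed with an adjusted p-value under 0.05 both over all genes and adjusted over the list alone.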

Consistently, we observed increased expression of phosphorylated SMAD (pSMAD), a downstream effector of BMP6 signaling, in astrocytes within the hippocampal sclerotic regions (Figure S3, *U* = 325.00, *p* = 5.95 × 10^−14^, Mann–Whitney rank sum test). Supporting the potential involvement of this pathway, one of the brain‐penetrant inhibitors of BMP–pSMAD signaling is Saracatinib, which was originally developed as a Src inhibitor (Kaufman et al. 2015; Williams et al. 2021). In pilocarpine‐induced TLE model mice, administration of Saracatinib for 14 days following status epilepticus attenuates the development of spontaneous recurrent seizures (SRSs) (Luo et al. 2021). These findings further support the notion that the BMP6–pSMAD signaling pathway in astrocytes may represent a potential therapeutic target for epilepsy. Our hippocampal sclerotic astrocyte‐enriched transcriptome data thus provide important insights into the contribution of astrocytes to epileptogenesis.

### 4.1 The Mechanism of Igfbp2 Involvement in Epileptogenesis

The dentate gyrus is widely recognized as a gatekeeper that restricts the spread of aberrant cortical activity into the hippocampus, and this gatekeeping function is considered fundamental to the emergence of SRSs in MTLE (Heinemann et al. 1992; Lothman et al. 1992). Recent studies have provided strong support for this “dentate theory.” For instance, optogenetic activation of dentate granule cells has been shown to trigger epileptic seizures even in naïve mice that had not been exposed to chemoconvulsive stimuli. Conversely, optogenetic or chemogenetic silencing of dentate granule cells in MTLE mouse models significantly reduced the incidence of SRSs (Krook‐Magnuson et al. 2015; Desloovere et al. 2019; Zhou et al. 2019).

We postulate the following three hypotheses regarding the role of Igfbp2 in epileptogenesis. First, Igfbp2 may act directly on neurons, altering their intrinsic firing properties. Second, Igfbp2 may facilitate the reorganization of neural circuits, thereby enhancing neuronal excitability. Third, Igfbp2 may increase neuronal excitability through neuroinflammatory pathways.

In support of the first hypothesis, our electrophysiological analyses demonstrated that Igfbp2 exposure led to enhanced granule cell activity. To evaluate whether this effect occurs within a physiologically relevant concentration range, we next estimated the amount of Igfbp2 present in the hippocampus and compared it with the concentration used in our experiments.

Based on ELISA data for Igfbp2 in the mouse hippocampus, along with total protein content and hippocampal volume, the estimated concentration of Igfbp2 in the normal mouse hippocampus is approximately 37–56 ng/mL (Khan et al. 2019; Chlebowski and Kisby 2020; Brait et al. 2021). 

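For Igfbp2 in KA IP against control IP, edgeR's fold change was 11.5, and the ratio of mean FPKM was 11.1. With each sample left out in turn the fold change ranged from 10.1 without AAV control IP #3 to 12.7 without AAV control IP #1. In the input samples, which represent total hippocampal RNA, the fold change was 4.64.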

According to our RNAseq data, Igfbp2 expression in astrocytes from the epileptic hippocampus is increased by approximately 11.5‐fold, suggesting that the total Igfbp2 concentration in the epileptic hippocampus may reach 370–560 ng/mL. Although the mechanism by which astrocytes release Igfbp2 remains unclear, BDNF, a molecule with a similar molecular weight, is known to be secreted via exocytosis. Under steady‐state conditions, cultured astrocytes release approximately 5% of their BDNF content (Han et al. 2021). Assuming a similar release ratio for Igfbp2, astrocytes in the epileptic hippocampus would be expected to release 18.5–28 ng/mL of Igfbp2.

In primary rat cortical neurons, JB2, a peptide fragment that mimics Igfbp2, dose‐dependently enhances intracellular calcium signaling (Burgdorf et al. 2023), suggesting that the neuroexcitatory effect of Igfbp2 is also dose‐dependent. Our in vitro electrophysiological data demonstrate that Igfbp2 at 10 ng/mL, a concentration that could be physiologically released, enhances the excitability of dentate granule cells. These findings imply that Igfbp2 may exert even stronger neuroexcitatory effects in the epileptic hippocampus, where its concentration could exceed 10 ng/mL. Another possibility is that Igfbp2 may indirectly enhance granule cell excitability via surviving pyramidal neurons in the CA3 region. Retrograde tracing studies have revealed an increase in CA3‐to‐dentate backprojections in the epileptic hippocampus of MTLE model mice (Zhou et al. 2019; Lybrand et al. 2021). As noted above, Igfbp2 has been shown to increase the excitability of pyramidal neurons (Khan et al. 2019). Thus, astrocyte‐derived Igfbp2 could elevate CA3 pyramidal cell activity, which may then be transmitted to dentate granule cells through these aberrant backprojections.

However, our current study does not elucidate the precise molecular mechanisms by which Igfbp2 enhances granule cell activity. Previous research suggests that Igfbp2 can bias the developing hippocampus toward hyperexcitability via IGF receptor signaling (Khan et al. 2019). Astrocytic Igfbp2 has also been shown to enhance hippocampal neuronal activity via IGF‐1R in P2Y1R‐overexpressing mice (Shigetomi et al. 2024). IGF‐1R is known to regulate neuronal excitability in several neuronal types. In the hippocampal CA1 region, neuronal IGF‐1R positively modulates synaptic transmission in pyramidal neurons (Gazit et al. 2016). Moreover, in small‐diameter trigeminal ganglion neurons, IGF‐1R reduces A‐type K^+^ currents, thereby inducing neuronal hyperexcitability (Wang et al. 2014). Studies by Khan et al. and Shigetomi et al. demonstrated that pharmacological inhibition of IGF‐1R acutely suppresses neuronal excitability. Given that the increased firing rate of dentate granule cells observed in our in vitro electrophysiological experiments also represents an acute response, it is plausible that the effect of Igfbp2 is mediated, at least in part, through IGF‐1R‐dependent signaling.

In support of the second hypothesis, given that Igfbp2 is a secreted molecule and its release from astrocytes has been associated with neurite outgrowth (Jeong et al. 2013; Caldwell et al. 2022), it is plausible that, in the epileptic hippocampus, astrocyte‐derived Igfbp2 promotes recurrent excitatory connectivity, such as mossy fiber sprouting, thereby increasing granule cell excitability. Following status epilepticus, synaptic density in the hippocampus declines sharply but gradually recovers to baseline levels during the later phase (Mikkelsen et al. 2022). During this period, the incorporation of immature granule cells into the dentate circuits might contribute to epileptogenesis (Jean et al. 2023). In the adult rat hippocampus and medial prefrontal cortex, Igfbp2 appears to promote spine maturation (Burgdorf et al. 2017). Whether similar or distinct molecular mechanisms underlie the effects of Igfbp2 in the epileptic hippocampus remains to be determined in future studies.

A third possible mechanism is that Igfbp2 exacerbates epileptogenesis by attenuating IGF‐1 signaling. The primary function of Igfbp2 is to bind and sequester insulin‐like growth factors, particularly IGF‐1. Notably, IGF‐1 has been reported to exert anti‐inflammatory effects during the subchronic phase in MTLE model mice (Wu et al. 2022). Given that neuroinflammation is increasingly recognized as a critical driver of epileptogenesis (Vezzani et al. 2011; Devinsky et al. 2013), we propose that astrocyte‐derived Igfbp2 may bind and sequester IGF‐1, thereby limiting its anti‐inflammatory action and facilitating epileptogenesis.

### 4.2 The Relationship Between Igfbp2 and Epileptogenesis, Ictogenesis

In epilepsy research, epileptogenesis refers to the process by which a previously non‐epileptic brain develops SRSs. This typically includes a latent period that follows an initial precipitating event and precedes the emergence of chronic seizures. In contrast, ictogenesis describes the acute, transient mechanisms that trigger individual seizures once an epileptic network has been established. These ictogenic events are often linked to momentary disruptions in the balance between excitatory and inhibitory signaling.

Our experimental design, in which AAV‐mediated SaCas9 was introduced prior to KA injection, was intended to assess the role of astrocytic Igfbp2 during the progression from a non‐epileptic to an epileptic brain state (Figure 5D). Thus, the study is fundamentally positioned to investigate epileptogenic processes. Supporting this, we observed a sustained upregulation of Igfbp2 in the KA‐injected hippocampus, detected by in situ hybridization and immunohistochemistry, persisting from early after the insult to at least 2 months post‐KA injection, a time point by which chronic epilepsy is established (Figures 3 and 4).

Notably, however, some of our outcome measures, specifically, seizure duration and severity, but not frequency (Figure 5I), are more traditionally associated with ictogenesis. Therefore, while our results clearly implicate astrocytic Igfbp2 in the establishment of epilepsy, they also suggest that it contributes to modulating the properties of individual seizures.

These findings are further reinforced by our acute slice electrophysiology data, which demonstrate that exogenous Igfbp2 increases dentate granule cell excitability. This supports a dual model in which astrocytic Igfbp2 facilitates epileptogenesis by enabling SRS emergence, and exacerbates ictogenesis by prolonging and intensifying seizure events.

To distinguish these temporal roles, future studies should adopt a strategy in which astrocyte‐specific Igfbp2 deletion is performed after epilepsy has already developed. Inducible Cre‐loxP–based systems would allow selective assessment of Igfbp2's influence on seizure dynamics independent of its role in disease onset.

Finally, a critical unresolved issue is the mechanism and timing of Igfbp2 release. Although astrocytic deletion of Igfbp2 significantly reduced seizure duration, it remains unknown whether this protein is secreted in response to neuronal activity during seizures, or in a tonic, activity‐independent manner. Recent data suggest that P2Y1 receptor–mediated calcium signaling, a canonical astrocytic response to neural activity, does not govern Igfbp2 secretion (Shigetomi et al. 2024). These findings raise the possibility that Igfbp2 is constitutively secreted, and future investigations will be essential to determine whether its release is dynamically regulated during ictogenesis.

### 4.3 Igfbp2 Expression in MTLE Patients

In evaluating the translational relevance of this study, it is important to determine whether Igfbp2 upregulation also occurs in patients with MTLE. A recent RNA‐sequencing study reported downregulated Igfbp2 expression in hippocampal tissue from MTLE patients (Dixit et al. 2016), which contrasts with our findings showing Igfbp2 upregulation in the KA‐induced epileptic hippocampus in mice. One possible explanation for this discrepancy is the choice of control samples in the human study, which were derived from glioma patients. Since Igfbp2 is known to be upregulated in glioma cells (Zumkeller et al. 1993; Dunlap et al. 2007; Phillips et al. 2016), the reported downregulation in MTLE samples may reflect a relative decrease compared to glioma tissue, rather than true reduction relative to healthy hippocampal levels.

Recent studies have deepened our understanding of astrocyte‐derived glutamate, a long‐standing controversial topic, and have also revealed the contribution of astrocyte‐derived factors such as GABA, l‐serine, and Serpina3N to the pathology of epilepsy (Pandit et al. 2020; de Ceglia et al. 2023; Liu et al. 2023; Sha et al. 2025). These findings underscore the significance of astrocyte‐derived factors in glia–neuron interactions under both physiological and epileptic conditions. Our study identifies Igfbp2 as a previously unrecognized astrocyte‐derived epileptogenic factor, which enhances dentate granule cell excitability and promotes epileptogenesis. While further studies are needed to directly assess Igfbp2 expression in human MTLE tissue using non‐tumor controls, elevated Igfbp2 levels have been observed in disorders with an increased risk of epilepsy, including Alzheimer's disease, multiple sclerosis, and gliomas (Zumkeller et al. 1993; Chesik et al. 2006; Hertze et al. 2014). These findings not only advance our understanding of MTLE pathophysiology, but also highlight astrocytic Igfbp2 as a potential therapeutic target in epilepsy and its related comorbidities.

## Author Contributions

R.K. conceived the study. S.K. performed most of the experiments, analyzed the data, and prepared the manuscript draft. N.M. conducted and analyzed the in vivo electrophysiological experiments. S.M. conducted and analyzed the in vitro electrophysiological experiments. Y.I. and R.K. acquired funding and contributed to project initiation. R.K. supervised the project and finalized the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Astrocytic Igfbp2 expression is also increased when comparing KA‐ and PBS‐injected hippocampi. (A) Volcano plot showing log_2_ fold change and –log_10_ adjusted *p* values for astrocyte‐expressed genes (FPKM > 1) comparing KA‐injected and PBS‐injected groups. Differentially expressed genes (DEGs) were defined using an adjusted *p < 0.05 and fold change > 2 cutoff. (B) Heatmaps showing FPKM values for the top 10 most altered astrocyte‐enriched DEGs (IP/input ≥ 2).

**Figure S2:** Transition of Igfbp2 expression in astrocytes after status epilepticus. Expression levels of Igfbp2 in immunoprecipitated samples (FPKM). *n* = 3 samples for Control and KA 14d group. *n* = 2 samples for KA 5d group. Data represent mean ± SEM.

**Figure S3:** Astrocytic pSMAD expression is increased in the hippocampal sclerotic regions. (A) Representative images showing Aldh1l1‐EGFP and pSMAD expression in the CA3 region of MTLE model mice. Scale bar, 50 μm. (B) Quantification of pSMAD fluorescence intensity in EGFP‐labeled astrocytes. *n* = 64 cells (contralateral) and 53 cells (ipsilateral) from 3 mice. Data represent mean ± SEM. ***p < 0.001, Mann–Whitney rank sum test.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

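RNA of the right hippocampus was sequenced from a KA group, an AAV control group and a PBS group, each with 3 samples that pooled 3 to 4 mice. Each sample gave an IP library, enriched with the anti-GFP antibody for RNA on EGFP-Rpl10a ribosomes, and an input library of the same homogenate, 18 libraries in all. AAV control RNA was collected 2 weeks after AAV injection. KA was injected 2 weeks after the AAV, and RNA was collected 14 days after KA. Samples #1 and #2 of the KA and AAV control groups were sequenced in run 1, samples #3 of these groups in run 2 and the PBS samples in run 3.

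The authors aligned the reads to mm10 with STAR and deposited for each library a count and an FPKM value per gene symbol. The deposited counts are whole numbers without normalization for 55291 gene symbols, of which 15221 were at 0 in all 18 libraries. The deposited FPKM values equal the count divided by the library total and by a fixed length per gene, except for a few genes. The counting tool, the annotation release, the strandedness and the handling of reads that map to several genes are not stated. Of the symbols, 53292 (96.4%) matched a gene name of GENCODE on GRCm38, from which coordinates were taken. Of the 107 named genes, 106 had a location and 48 of these overlap another annotated gene. Their values can include reads of the overlapping gene.

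Library totals ranged from 7991681 to 16032180 counts, with a median of 10313100. A count of 0 is compatible with an expected count of up to 3. The most abundant gene took between 4.36% and 7.14% of the counts of the IP libraries in which it was Apoe. In KA IP #3 the most abundant gene was Cst3, with 5.13%. The 10 most abundant genes took between 17.3% and 27.9% of an IP library. Pairs of libraries within each condition and kind were checked for duplication, and their differences were 4.11 to 95.6 times the variance of counting noise.

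Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment over the genes tested). Genes needed FPKM above 1 in all compared libraries of the comparison, and in the comparison of KA effects in all KA and AAV control IP libraries. DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Standard errors were derived from the fold change and the F statistic. The comparisons of 6 libraries were KA with AAV control, KA with PBS and PBS with AAV control in IP, KA with AAV control and PBS with AAV control in input, and IP with input within each group. The interaction contrast, in the 12 libraries of the KA and AAV control groups, tested whether the KA effect differed between IP and input. A gene was called astrocyte-enriched when its mean FPKM in IP was at least 2 times that in input, in the KA group for upregulated DEGs and in the AAV control or PBS group for downregulated DEGs. Single genes were compared on log2(FPKM + 1) with two-sided exact permutation tests, in which 3 samples against 3 cannot give a p below 0.1. Principal components used log2 CPM with a prior count of 2.

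Lists of genes were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1 where at least 3 genes of the list were tested, and p-values were adjusted over the lists of a comparison. The lists were the markers of Figure 1G for 5 cell types, the 10 genes of Figure 1I, 8 other genes named in the paper, and markers of astrocytes, neurons, dentate granule cells, CA pyramidal cells, microglia, oligodendrocytes, endothelial cells, choroid plexus and meningeal fibroblasts. Further lists held pan-reactive, A1 and A2 reactive astrocyte genes, BMP target and pathway genes, BMP ligands, the IGF system, Y-linked genes and Xist. The markers and further lists were written from general knowledge of these cell types and pathways. Families of gene symbols (potassium channels, solute carriers, other ion channels and pumps, axon guidance and adhesion, cytoskeleton, secreted ligands) were tested with two-sided Fisher's exact tests, and with camera and fry. The genes named in the text are every gene the paper names in its text or in Figures 1G and 1I, the 10 largest changes in each direction among astrocyte-enriched DEGs against AAV control and against PBS, and the 5 largest without regard to enrichment if every KA sample lay on the same side of every control sample. Added to these were the 3 upregulated DEGs with the smallest p in each family, the members of the BMP, IGF, Y-linked and Xist lists, and Rpl10a. Other genes are named as chosen after their values were seen.

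IP and input libraries with the same number come from the same homogenate. Samples of different groups share only a number, so pairing was checked by correlating the residuals of same-numbered libraries after removal of the group means. IP and input residuals correlated at 0.493, 0.480 and 0.648 in the KA group, 0.498, 0.725 and 0.752 in the AAV control group and 0.326, 0.155 and 0.224 in the PBS group. KA and AAV control residuals correlated at 0.348, 0.529 and 0.551 in IP and at 0.352, 0.444 and 0.550 in input, and the number also follows the sequencing run. The number was therefore used as a block in an alternative fit. In the main comparison no block was used.

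The alternatives were limma-voom, DESeq2 1.42.0 (Wald test), DESeq2 size factors or total counts in the edgeR fit, no filter beyond a nonzero count, the edgeR filter filterByExpr, a replicate block, the sequencing run as a covariate, all 9 IP libraries fitted together, other definitions of enrichment and rank, a pseudocount of 0.1, other inputs to the principal components, and leaving out each library in turn. A fit of the run 1 libraries only was added after seeing the data.

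The methods were tested on simulated data with 200 changed genes among 9729. The edgeR test recovered 186 (93%) with 13 false calls, limma-voom 184 (92%) with 12 and DESeq2 192 (96%) with 19. The interaction contrast recovered 128 (64%) with 7 false calls, and 113 (56.5%) with 7 when the homogenate was a block. A changed list was called by camera and by fry, and 0 of 20 unchanged lists were called. Genes were also drawn independently, so false calls from correlated genes were not tested. In 20 simulations of unchanged groups that shared the KA libraries, the correlation of log2 fold changes had a median of 0.503 and a maximum of 0.522.

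The sites of the sgRNAs were found by a search of GRCm38 with Python 3.11.15 and numpy 2.4.6 for the guide with up to 3 mismatches followed by NNGRRT, and exons were taken from RefSeq. Figures were drawn with matplotlib 3.10.9. Annotation to GO terms and KEGG pathways was not used here. Experiments of the paper other than this sequencing, such as immunohistochemistry, electrophysiology and local field potentials, were not analysed here.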

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

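The tests of carry-over of homogenate RNA, of library scaling, of fewer astrocytes, of the sequencing run for the oligodendrocyte list and of a second operation were chosen after the result they test had been seen. The lists of genes and the alternatives were fixed before the data were examined, except where stated.

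The effect of KA differed between IP and input. By a test of the difference itself, the interaction contrast of edgeR, 934 of 9729 genes changed differently, 479 more positively and 455 more negatively in IP. Of the 10 splits of the 6 homogenates into 2 groups of 3, only 1, the real split, gave as many genes, and the others gave 0. This includes the other splits that, like the real split, part all 3 same-numbered pairs, of which there are 4 in all. A share below 0.1 is not possible with 10 splits. Leaving out a library gave 705 to 1268 genes.

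Of 16 lists tested on this contrast, 9 passed camera, and of these 8 also passed fry. The exception was the oligodendrocyte list (adjusted p 0.0503 with fry). The median difference was −1.44 on the log2 scale for the astrocyte list (lower in 10 of 10 genes), 1.42 for the neuron list (higher in 12 of 12), 1.54 for the dentate granule cell list (higher in 5 of 5), 1.77 for the oligodendrocyte list (higher in 8 of 8) and −1.78 for the microglia list (lower in 7 of 7). Over all genes 5, 9, 4, 2 and 3 of these genes passed the threshold, and adjusted over the list alone 8, 10, 5, 4 and 5. None of these 5 lists shares a gene with another list. The markers of Figure 1G gave −1.53 for astrocytes (4 of 4 lower), 1.29 for neurons (3 of 3 higher) and 1.81 for oligodendrocytes (4 of 4 higher). The IGF system gave 0.54 (6 of 8 higher), and 4 of its 11 genes are also in another list. Without AAV control IP #3 the median was 2.88 for the oligodendrocyte list. In the KA group the IP level was 331% of the input for the astrocyte list, 50.0% for neurons, 85.4% for dentate granule cells, 243% for oligodendrocytes and 2.57% for microglia. In the AAV control group these levels were 1007%, 20.5%, 31.0%, 74.0% and 9.25%.

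Several technical explanations are excluded as the whole cause. Carry-over of homogenate RNA into the KA IP would raise the markers of every other cell type, but the median of the microglia list was −1.78. Library scaling shifts all lists alike, but the neuron list minus the astrocyte list was at least 2.84 under TMM, DESeq2 size factors and total counts. A lower share of astrocyte RNA in the KA hippocampus would lower the astrocyte list in input, which instead rose by a median of 0.603. Input is scaled to library size and covers the whole hippocampus, so fewer tagged astrocytes in CA3 are not excluded. The sequencing run cannot have made the difference between neurons and astrocytes, since within same-numbered samples, each of which was sequenced in a single run, it was at least 2.64. Transcript length explained little, since after removal of a trend on length the median of the neuron list was 1.43.

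Open is the explanation that EGFP-Rpl10a was also present in neurons and oligodendrocytes after KA. By immunostaining, the paper reports that most, though not all, GFP-positive cells of CA3 carried the astrocytic marker S100β in both groups. A set of 1208 transcripts was abundant in PBS input and depleted in PBS IP. It was drawn from genes with FPKM above 1 in every KA and AAV control IP library. Genes of the microglial and endothelial lists were left out. By a positive interaction contrast, 93.3% of the set moved towards the input in the KA IP. Of 3650 other abundant genes 50.7% had a positive contrast. For those enriched in IP, a positive contrast is a move away from the input, so the 2 shares are not the same measure. In samples #1, #2 and #3 the share of the set that moved towards the input was 91.5%, 93.4% and 91.9%. Tagged ribosomes in neurons and oligodendrocytes would give this shift, but so would other causes that bring the KA IP closer to the input. The share therefore does not single out this explanation. The lower microglia list shows that not every other cell type took part. Among the lists of neurons, CA pyramidal cells did not rise detectably on the interaction contrast with the FPKM filter. Their median was −0.05 (1 of 3 genes higher), and the list passed neither camera nor fry. Without the filter the median was 0.61 and the list passed camera (adjusted p 0.0398). For the oligodendrocyte list the sequencing run cannot be told apart from the sample, since the shift was 0.200 in samples #3 of run 2 and 3.62 and 2.51 in samples #1 and #2 of run 1, and run 2 holds 1 sample of each group. A change of expression within astrocytes after KA also stays open and was not tested.

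In input, which the paper does not compare between groups gene by gene, 292 of 10809 tested genes were DEGs between KA and AAV control, 272 higher and 20 lower. PBS input against AAV control input gave 0 DEGs, with 901 genes at an unadjusted p-value under 0.05. Only 1 of the 10 splits of the 6 input samples, the real split, gave as many DEGs, and the others gave 0. Leaving out KA input #1 gave 133 DEGs, leaving out KA input #2 gave 181 and leaving out AAV control input #3 gave 585. The microglia list had a median log2 fold change of 3.29, higher in 10 of 10 genes, and all 10 passed the threshold over all genes and adjusted over the list alone. Gfap rose by 3.42 and Aif1 by 2.93 (adjusted p = 9.77e-04 and 6.4e-04). Of the DEGs, 96 were DEGs in the same direction in IP and 3 in the opposite direction, and across 9180 genes the fold changes in IP and input correlated with r = 0.351. Without AAV control input #3, 461 DEGs were higher and 124 lower, and in run 1 only, a fit chosen after seeing the data, 462 and 220. The PBS samples argue against a second operation as the cause of the rise of the microglia list. PBS input, taken after PBS injection, was above AAV control input by a median of 0.0579 in log2(FPKM + 1) on this list, at most 0.129 in a library, against at least 2.99 in every KA input library. The interval from PBS injection to RNA collection is not stated, and run 3 held PBS samples only. A second operation is therefore not excluded, and the time after AAV injection also stays open.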

How the results depend on the processing

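The fit of the run 1 libraries only was chosen after seeing the data. Unless stated, the cause of a change was not tested. Of 907 values of other results under the alternatives, 843 kept their direction and their side of the threshold, and of 744 values with 1 library left out, 708 did, with 8 weaker, 10 stronger and 18 reversed. For the leading results, 275 of 377 values under the alternatives and 282 of 318 with a library left out stayed within the range set for no change. The log2 fold change of Igfbp2 in KA IP stayed past the threshold against AAV control and against PBS under all alternatives run.

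Without the FPKM filter, and with filterByExpr, more genes were tested and more passed. DEGs between KA and AAV control IP numbered 2823 and 2121 in place of 1130 (1588 and 1231 upregulated in place of 622, 1235 and 890 downregulated in place of 508). Between KA and PBS they numbered 5023 and 4093 in place of 1716 (2056 and 1736 in place of 796, 2967 and 2357 in place of 920). PBS against AAV control gave 253 and 3 in place of 0 (104 and 3 upregulated, 149 and 0 downregulated). KA input gave 1169 and 819 in place of 292 (984 and 750 in place of 272, 185 and 69 in place of 20). IP against input gave 4965 and 4329 in place of 2626 in the control group (2619 and 2201 in place of 1321 higher, 2346 and 2128 in place of 1305 lower) and 3146 and 2680 in place of 1274 in the KA group (1558 and 1371 in place of 819, 1588 and 1309 in place of 455). Without the filter 1693 genes differed in their KA effect between IP and input in place of 934 (943 in place of 479, 750 in place of 455), 14 lists passed camera there in place of 9, and the correlation of the KA effects against both controls was 0.756 in place of 0.879.

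The same filters gave 964 and 702 astrocyte-enriched DEGs against AAV control in place of 444 (396 and 278 upregulated in place of 125, and without the filter 568 downregulated in place of 319). Against PBS they gave 1974 and 1465 in place of 642 (478 and 397 in place of 187, 1496 and 1068 in place of 455). With enrichment in the KA group, 204 (79 downregulated) and against PBS 264 (77 downregulated) passed. Against PBS, enrichment from the mean FPKM of both groups gave 416 (270 downregulated), enrichment in each of the 3 pairs gave 414 (283 downregulated), and enrichment in the PBS group gave 122 upregulated.

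The rank of Igfbp2 among upregulated astrocyte-enriched DEGs, 13, was 15 with limma-voom, 106 without the filter, 57 with filterByExpr, 16 with the replicate block, 16 with the run as a covariate, 22 in run 1, 7 with enrichment in the control group, 12 with enrichment in each of the 3 pairs, 14 ranked by p and 7 ranked by the difference of mean FPKM. Against PBS the rank, 12, was 11 with limma-voom, 89 without the filter, 50 with filterByExpr, 11 with the replicate block, 5 with enrichment in the PBS group, 11 with enrichment from both groups or in each pair, 24 ranked by p and 10 ranked by the difference of mean FPKM.

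DESeq2 gave 16 DEGs between PBS and AAV control (11 upregulated, 5 downregulated) and 42 downregulated DEGs in KA input. The run as a covariate gave 52 there. In run 1 only, KA input had 682 DEGs (462 upregulated, 220 downregulated), 1480 genes differed in their KA effect (728 and 752), 204 upregulated DEGs were astrocyte-enriched and the correlation against both controls was 0.829. Total counts gave 798 genes lower in IP than input in the KA group. They moved the median of all genes by −0.14 in the control and −0.21 in the KA comparison of IP with input, and by −0.11 in the comparison of KA effects. The share of genes higher in IP changed from 50.3% to 41.4% in the control group and from 64.3% to 42.3% in the KA group. The first principal component held 55.5% of the variance, 74.3% without the log, 64.0% with 500 genes, 41.1% with scaled genes, 32.5% without the filter and 41.6% with filterByExpr. The number of families that passed, 5, was 0 among astrocyte-enriched genes, a set that held only 2 or 3 genes of 3 of the families. The difference of Bmp6 in log2 FPKM, 0.92, was 1.26 with a pseudocount of 0.1.

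The replicate block changed more than 1.5 times only the downregulated DEGs in KA input (37) and the genes with a more negative KA effect in IP (706). It brought the A1 list (−2.04) and BMP list of the comparison of KA effects, Apod, Cxcl10, Id1, Igfbp5, Isg15 and the difference of KA effects of Igfbp2 and Serpina3n past the threshold, and took the oligodendrocyte markers of Figure 1G in KA IP below it (adjusted p 0.0776). In KA against AAV control IP it reversed the sign of the medians of the A1 and BMP lists, neither of which passed the threshold. The block changed no other call. KA and PBS, and PBS and AAV control, share only a number. Residuals of same-numbered IP libraries correlated at 0.106, −0.294 and −0.070 for KA and PBS and at 0.354, −0.232 and 0.161 for PBS and AAV control, and the block gave 0 DEGs in the latter and moved the former by less than 1.5 times.

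The following ranges are over the fits that each left out 1 library. Between KA and AAV control IP there were 779 to 1496 DEGs (461 to 875 upregulated, 302 to 621 downregulated), and between PBS and AAV control 0 to 546 (0 to 366, 0 to 180). KA input gave 133 to 585 (131 to 461, 2 to 124), and the comparison of KA effects 705 to 1268 (378 to 679, 327 to 589). Astrocyte-enriched DEGs against AAV control numbered 295 to 585 (74 to 175, 203 to 410). The rank of Igfbp2 was 11 to 26, and 11 to 17 against PBS. The correlation against both controls was 0.782 to 0.900, and the first component held 54.3% to 58.5%. AAV control IP #3 was the library left out for 1496, 546, 26 and 0.782.

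Results near 0 or with few genes reversed. The A1 list in KA against AAV control IP, −0.79, was 0.0815 without the filter, 0.0286 with filterByExpr, 1.18 with the block, 1.14 with the run as a covariate, 2.53 in run 1, and −1.32 to 2.49 with a library left out, the highest without AAV control IP #3. The reversed A1 list passed camera without AAV control IP #3 (adjusted p 1.25e-07) and in run 1 (1.07e-07). It also passed without the filter (1.1e-05) and with filterByExpr (0.00497), but not with the block (0.555) or the run as a covariate (0.55). The BMP list, −0.01, was 0.0149 with the block, 0.0158 with the run as a covariate and −0.14 to 0.14 with a library left out. Igf1r, −0.01, was 0.0545 without the filter, 0.0423 with filterByExpr and 0.00566 in run 1, with −0.28 to 0.26 over left-out libraries. Rpl10a, −0.04, was 0.0527 without the filter, 0.0267 with filterByExpr and 0.31 in run 1, with −0.25 to 0.19 over left-out libraries. In the comparison of KA effects, the CA pyramidal cell list, −0.05, was 0.61 without the filter, 0.59 with filterByExpr and 0.47 in run 1. This list passed camera without the filter (adjusted p 0.0398), but not with filterByExpr (0.179) or in run 1 (0.557). Over left-out libraries its median was −0.20 to 0.21. The ranges there were −4.19 to 0.18 for the A1 list, −0.12 to 0.45 for the A2 list, −0.76 to 0.22 for the pan-reactive list and −0.43 to 0.19 for the genes of Figure 1I.

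With 3 samples per group, no exact permutation test of a single gene can pass 0.05. Genes under FPKM 1 in a compared library, such as Bmp6 in input, did not enter that comparison with the FPKM filter. The comparison of KA effects was filtered on the IP libraries only, so Bmp6 entered it.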

Differences from the paper's values

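No test reported in this part was chosen after a difference from the paper was seen. The paper's Figure 1I shows Igfbp2 at rank about 7 in Fig. 1I, read by eye, among the astrocyte-enriched DEGs, and its rank here was 13. Of the alternatives set before the data were examined, the ratio of IP to input taken in the control group (rank 7) and a ranking by the difference of mean FPKM (rank 7) reached the paper's rank. The others, among them limma-voom (15), DESeq2 (13), no filter (106), filterByExpr (57), the replicate block (16), the run as a covariate (16), the ratio taken in the KA group (13) and in each of the 3 pairs (12), and every fit that left out 1 library (11 to 26), did not.

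The paper's Figure 1I lists Serpina3n, Timp1, A2m, Serpinf2, Kcne1l, Slc43a3, Igfbp2, Cd44, Vim and Serpinf1, of which 4 of 10 were among the 10 highest here. With the ratio taken in the control group, 10 of 10 were, in the same order. Against PBS, the paper places Igfbp2 within its 10 highest, and its rank here was 12. It was 5 with the ratio taken in the PBS group and 10 when ranked by the difference of mean FPKM. It stayed at 11 or above with the other alternatives run.

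The paper describes the markers of all other cell types as depleted in IP. Here the 4 oligodendrocyte markers averaged 0.695 ± 0.449 (SD over 3 pairs) in the control group, with 1 of 4 below 1 in every pair, and 2.02 in the KA group. None of the 4 passed the threshold in the edgeR comparison, where adjusted p-values lay between 0.264 and 0.779. Of the 4 endothelial markers 2 were below 1 in every pair. The 20 ratios read by eye from Fig. 1G did not differ from those computed here by more than the SD and 1.5 times.

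The paper reports terms of ion transport among the upregulated DEGs. By gene symbol, solute carriers were not more frequent among them here (odds ratio 1.09, adjusted p = 0.743), while potassium channels and other ion channels were (odds ratios 5.33 and 3.64). For the other ion channels neither camera nor fry passed the threshold (adjusted p 0.261 and 0.0863). The paper names Serpina3a in connection with its Figure 1I, whereas Serpina3n was the gene that rose here and Serpina3a had 0 counts in all 18 libraries.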

Other observations

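The test of a lower share of astrocyte RNA for the BMP targets was chosen after the result it tests had been seen.

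Igfbp2 rose more in IP than in input, with a difference of 1.35 on the log2 scale that did not pass the threshold (adjusted p = 0.0589 from edgeR). Over the alternatives the adjusted p ranged from 1.37e-04 with the replicate block to 0.13 with total counts. With a library left out it ranged from 0.0117 to 0.147, and without AAV control input #3 the difference was 1.63 (adjusted p = 0.0117). Igfbp2 RNA of the choroid plexus in the input stays open. Over the 6 input libraries without KA, Igfbp2 correlated with the choroid plexus list at r = 0.953 (exact permutation p = 0.00417, adjusted over 2 lists 0.00833) and rho = 0.943 (exact permutation p = 0.0167), and r was 0.739 without the 2 libraries farthest from the median. For the meningeal fibroblast list r was 0.153 (exact permutation p = 0.801). Each run holds too few of these libraries for a value of its own, so this may rest on the run, and 1 of 8 choroid plexus genes passed the FPKM filter in KA input against AAV control input.

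AAV control IP #3 had higher levels of reactive astrocyte genes than AAV control IP #1 and #2, by a median of 0.457 in log2(FPKM + 1), higher for 7 of 8 pan-reactive genes. Sequencing run 2 cannot be told apart from the sample, since it holds 1 sample of each group. In KA IP #3, of the same run, the same genes were lower by a median of −0.327. KA against PBS gave 1716 DEGs and KA against AAV control 1130. Without AAV control IP #3 the latter gave 1496, and without #1 and #2 it gave 893 and 791, so a wider spread through AAV control IP #3 is a candidate explanation for the smaller number. Differences between PBS and AAV control in time and surgery stay open, since the PBS samples were sequenced in a run of their own.

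Other splits of the same libraries were fitted for each comparison. For DEGs between KA and AAV control IP, between KA and PBS IP and for IP against input in each of the control and KA groups, 1 of 10 splits, the real one, gave as many genes, and the others gave 0. For PBS against AAV control IP, which gave 0, all 10 splits gave as many, and the split of AAV control #1, AAV control #2 and PBS #1 from the others gave 3. In KA against AAV control IP 11 lists passed camera in the real split and 1 to 7 in the others, so 1 of 10 splits gave as many. For families of gene symbols 5 passed in the real split and 0 in the others, again 1 of 10. No share below 0.1 is possible with 10 splits, so these counts cannot exclude a grouping by chance.

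Of the 16 lists tested in KA against AAV control IP, 11 passed camera and 9 of these also passed fry. The median log2 fold changes were 3.62 for the genes of Figure 1I (10 of 10 higher), 1.51 for the other genes the paper names (4 of 6), 3.38 for pan-reactive genes (8 of 8), 2.23 for A2 genes (3 of 3), 1.35 for neurons (12 of 12), 1.11 for dentate granule cells (5 of 5), 1.50 for microglia (6 of 7), 0.55 for the IGF system (6 of 8) and −0.89 for astrocytes (9 of 10 lower). These 9 passed both tests, and 10, 4, 7, 3, 8, 3, 4, 3 and 5 of their genes passed the threshold over all genes (10, 4, 7, 3, 8, 4, 5, 4 and 6 adjusted over the list alone). The genes of Figure 1I were chosen by the paper on these samples, so their list is not independent evidence, and 5 of the 13 pan-reactive genes are in another list. Oligodendrocytes (1.58, 8 of 8 higher) and the oligodendrocyte markers of Figure 1G (1.69, 4 of 4) passed camera but not fry (adjusted p 0.061 for both). With a library left out their medians ranged from 1.17 to 2.86 and from 1.35 to 2.51, both highest without AAV control IP #3. The median of the IGF system ranged from 0.36 to 0.99. The astrocyte (−0.94) and neuron (0.61) markers of Figure 1G passed fry but not camera. CA pyramidal cells (−0.49), A1 genes (−0.79) and BMP targets (−0.01) passed neither. The result for the A1 list depended on AAV control IP #3. Without this library its median was 2.49, and it passed camera (adjusted p = 1.25e-07).

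Endothelial cells (−1.42, 2 genes tested), choroid plexus (−0.65, 1 gene), BMP ligands (0.75, 2 genes) and Y-linked genes (−0.83, 2 genes) had too few tested genes for a list test. For meningeal fibroblasts, Xist and the microglial and endothelial markers of Figure 1G, 0 genes were tested. The level of Xist was at most 13 counts in the AAV control input libraries and 4 in the KA input libraries, while Ddx3y had at least 346 counts in KA input. Against PBS, the A1 list rose by 1.98 (5 of 5 genes higher, all 5 past the threshold over all genes and adjusted over the list alone). Of the 16 lists tested in KA against PBS IP, 8 passed both tests, among them oligodendrocytes (2.17, 8 of 8 higher). Neurons (0.71, 9 of 12 higher) and astrocytes (−0.82, 8 of 10 lower) passed camera but not fry (adjusted p 0.0648 and 0.0982). Dentate granule cells (1.10, 4 of 4 higher) and microglia (1.03, 5 of 7 higher) passed neither. In PBS against AAV control IP 6 of 17 lists passed camera and 0 passed fry. In KA against AAV control input 11 of 17 passed both tests.

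In the IGF system, Igfbp7 (4.21), Igfbp6 (1.87) and Igfbp2 rose in KA IP past the threshold. Igf1r did not change detectably (−0.01, adjusted p = 0.985), and Igf1, Igf2 and Igfbp3 did not pass the FPKM filter in IP. Without the filter Igfbp3 rose by 2.69 (adjusted p = 1.07e-17), from 1.07 to 6.42 FPKM, while the adjusted p was 0.336 for Igf1 and 0.851 for Igf2.

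Spectrin and actin-binding genes were enriched in IP, a feature chosen after its values were seen. In the control group the ratio of IP to input was 23 for Sptan1, 13.4 for Sptbn1, 8.95 for Sptb, 22.5 for Ppp1r9a and 7.77 for Dbn1. Transcript length is excluded as the cause, since genes of the same length had a median ratio of 0.894. In the KA group the ratios were 4.17, 4.22, 2.31, 5.92 and 2.70. Binding of these RNAs or proteins to the beads or antibody, and translation in astrocytes, stay open and were not tested.

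Bmp6 rose in IP while the list of BMP targets did not pass camera or fry there. Its median depended on the control group, −0.01 against AAV control and 0.33 against PBS (4 of 6 genes higher, adjusted p 0.373 with camera and 0.217 with fry). Between PBS and AAV control IP it was −0.62 (7 of 7 genes lower, adjusted p 0.00298 with camera and 0.507 with fry). A lower share of astrocyte RNA in the KA IP may hide a rise of the targets. In input, the KA effect of the BMP target list minus that of the astrocyte list was −0.418, where this explanation needs a value above 0, but in samples #1, #2 and #3 it was −0.443, −0.624 and 0.0891 (SD 0.371), so the explanation cannot be told apart from no rise of the targets. In input the BMP target list rose by a median of 0.19 (7 of 7 genes higher, adjusted p 0.00823 with camera and 0.0481 with fry).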
